# Gene expression studies of developing bovine *longissimus *muscle from two different beef cattle breeds

**DOI:** 10.1186/1471-213X-7-95

**Published:** 2007-08-16

**Authors:** Sigrid A Lehnert, Antonio Reverter, Keren A Byrne, Yonghong Wang, Greg S Nattrass, Nicholas J Hudson, Paul L Greenwood

## Abstract

**Background:**

The muscle fiber number and fiber composition of muscle is largely determined during prenatal development. In order to discover genes that are involved in determining adult muscle phenotypes, we studied the gene expression profile of developing fetal bovine *longissimus *muscle from animals with two different genetic backgrounds using a bovine cDNA microarray. Fetal *longissimus *muscle was sampled at 4 stages of myogenesis and muscle maturation: primary myogenesis (d 60), secondary myogenesis (d 135), as well as beginning (d 195) and final stages (birth) of functional differentiation of muscle fibers. All fetuses and newborns (total n = 24) were from Hereford dams and crossed with either Wagyu (high intramuscular fat) or Piedmontese (*GDF8 *mutant) sires, genotypes that vary markedly in muscle and compositional characteristics later in postnatal life.

**Results:**

We obtained expression profiles of three individuals for each time point and genotype to allow comparisons across time and between sire breeds. Quantitative reverse transcription-PCR analysis of RNA from developing *longissimus *muscle was able to validate the differential expression patterns observed for a selection of differentially expressed genes, with one exception. We detected large-scale changes in temporal gene expression between the four developmental stages in genes coding for extracellular matrix and for muscle fiber structural and metabolic proteins. *FSTL1 *and *IGFBP5 *were two genes implicated in growth and differentiation that showed developmentally regulated expression levels in fetal muscle. An abundantly expressed gene with no functional annotation was found to be developmentally regulated in the same manner as muscle structural proteins. We also observed differences in gene expression profiles between the two different sire breeds. Wagyu-sired calves showed higher expression of fatty acid binding protein 5 (*FABP5*) RNA at birth. The developing *longissimus *muscle of fetuses carrying the Piedmontese mutation shows an emphasis on glycolytic muscle biochemistry and a large-scale up-regulation of the translational machinery at birth. We also document evidence for timing differences in differentiation events between the two breeds.

**Conclusion:**

Taken together, these findings provide a detailed description of molecular events accompanying skeletal muscle differentiation in the bovine, as well as gene expression differences that may underpin the phenotype differences between the two breeds. In addition, this study has highlighted a non-coding RNA, which is abundantly expressed and developmentally regulated in bovine fetal muscle.

## Background

Genetic background and development prior to birth are known to influence the composition of bovine muscle tissue [1,2]. Prenatal muscle development is therefore a promising source of gene discovery for the molecular events that determine adult muscle phenotype.

Prenatal muscle development in mammals begins with the determination of myogenic cells (myoblasts) in the dermamyotome and their migration to their sites of differentiation [3]. Myoblasts then fuse to form multinucleated muscle cells, myotubes. In cattle, primary myotubes appear prior to 47 days of gestation [4]. Primary skeletal muscle fibers subsequently differentiate from this generation of myotubes [5]. Secondary muscle fibers are derived from a separate population of myotubes arising around day 90 [6].

The number of muscle fibers is roughly fixed at two thirds of bovine fetal development and muscle fibers differentiate before birth, making cattle a relatively mature species at birth compared to other mammals. During the final third of gestation in cattle, fetal isoforms of the muscle contractile proteins disappear and are replaced by adult isoforms. Also over the final third of gestation, metabolic differentiation takes place, with an increase in glycolytic and oxidative pathway enzymes [3]. Histologically, a steady decrease in the extracellular matrix contribution to muscle mass can be observed over fetal development in the bovine [7].

Large mammals such as pigs and cattle offer an advantageous model for the study of myogenesis *in vivo*, as individual muscles can be identified and reliably dissected from early stages. In addition, livestock breeds represent useful genetic models for muscle hypertrophy and other muscle traits, as these have been subject to intensive genetic selection due to their impact on meat quality. For example, array studies of pig fetal development have characterized the coordinate genome-wide expression changes during a developmental time course [8] and also exploited the contrasting muscle phenotypes of the Pietrain and Duroc pig breeds to compare prenatal events that may underlie the adult muscle phenotype [9].

Similarly, Sudre et al. [10] studied expression profiles of bovine fetal muscles using a human skeletal muscle macroarray. A number of human macroarray elements detected significant differential expression signals between fetal developmental stages. Their study highlighted the crucial developmental changes that occur during the final trimester of gestation, as most of the differentially expressed genes in this study were identified in the comparison between 210 and 260 d of gestation. A human microarray was employed in a study of fetal muscle from fetuses carrying myostatin loss-of-function mutations [11]. This work described breed-related differences in the expression of genes relevant to several skeletal muscle compartments (extracellular matrix, contractile cells and adipocytes).

In the present study, we used a bovine cDNA microarray derived from adult muscle and adipose tissue libraries to characterize genome-wide transcriptional changes that accompany muscle differentiation in cattle and to determine the impact of two contrasting genotypes on prenatal muscle development. We carried out a transcriptional profiling study of *longissimus *muscle from fetuses of both Wagyu × Hereford and Piedmontese × Hereford crosses, sampled at d 60, 135 and 195, as well as newborn calves. The double-muscled mutations of *GDF8 *carried by beef breeds such as Belgian Blue or Piedmontese cattle [1] have a large impact on muscle yield, and animals of the Japanese Black (or Wagyu) breed of cattle are genetically predisposed to accumulate intramuscular fat [12]. The postnatal phenotypes of offspring from Hereford dams sired by these breeds have been well-characterised and are highly divergent for muscle growth and intramuscular fat content [13]. The sampling time points chosen in this study represent primary myogenesis (d 60), secondary myogenesis (d 135), as well as beginning (d 195) and final stages (birth) of functional differentiation of muscle fibers.

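Longissimus muscle RNA of fetuses and newborn calves out of Hereford dams, sired by Piedmontese or by Wagyu bulls, was compared on 25 two-colour cDNA microarrays. Each array carried amplified RNA of one group labelled with Cy5 and amplified RNA of another group labelled with Cy3. The 8 groups (both sire breeds at d 60, d 135, d 195 and birth; for the second stage the Methods give day 130) formed a closed loop of 8 links: Wagyu d 60 over Piedmontese d 60, then along the Piedmontese stages to birth, Piedmontese over Wagyu at birth, and back along the Wagyu stages to d 60. Each link was measured on 3 arrays, and Wagyu d 195 over Wagyu d 135 on 4. All arrays of a link had the same dye orientation, so that the sire breeds met on the same array at d 60, always with Wagyu in Cy5, and at birth, always with Piedmontese in Cy5, and were joined only by chains of arrays at d 135 and d 195. The Methods name 3 animals per group, but the array numbers are not tied to animals in the sources used here. By Additional file 4, a single Piedmontese bull and a single Wagyu bull sired all d 60 fetuses. The same Wagyu bull sired all Wagyu fetuses of d 135, and a single bull all Piedmontese fetuses of d 195, among them twins. At d 60 a difference between sire breeds can therefore not be told from one between the bulls.
The table used holds one log2 ratio of Cy5 over Cy3 for each of 21168 array elements on each array, where not missing. The direction of the ratio is likely, from the dyes in the labels, the arrows of Figure 3 and the signs of Tables 1 and 2. The deposited ratios were not centred, with array medians from -0.48 to 0.47 on the log2 scale, and 24 to 216 elements per array stood at the upper limit of the table, which was treated as a missing value. This left 19404 to 20771 elements per array (median 20629). Gene names were available for 4490 elements, which stand for 976 genes. Each array was centred on its median, elements of a gene were averaged, and limma was fitted to all 25 arrays at once with a term for each group and a dye term, over 16659 features (975 named genes and single elements without a gene name) with values on at least 20 arrays. Changes over time are means over both sire breeds, log2 ratios carry standard errors (SE) from this fit, and p-values are adjusted by the Benjamini-Hochberg method over all features, with a threshold of 0.05. The gene lists, apart from those taken from the paper's tables, the model and its alternatives were written down before the data were examined, except 2 alternatives chosen afterwards. The number of arrays sets the precision: in data simulated for Piedmontese against Wagyu at birth over 16659 features, 64 of 100 features changed by a log2 ratio of 1 and 95 of 100 changed by 2 were recovered.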

## Results

The entire set of expression data was deposited on Gene Expression Omnibus database [14] and can be accessed using accession numbers GSM132170 and GSM132194. In this microarray profiling experiment of developing bovine *longissimus *muscle, we detected 174 individual genes (617 array elements) that met the criteria for differential gene expression [see Additional file 1] either across developmental time or between the two sire breeds.

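The largest rises from d 60 to birth were those of FBXO40, a muscle-specific F-box protein (log2 ratio 4.40, SE 0.49, adjusted p = 2.12e-07), CYC1, cytochrome c1 of respiratory complex III (log2 ratio 4.28, SE 0.34, adjusted p = 3.43e-09) and the titin-cap gene TCAP (log2 ratio 4.20, SE 0.34, adjusted p = 3.69e-09). FN1, which encodes fibronectin, had the largest fall (log2 ratio -4.67, SE 0.26, adjusted p = 5.72e-11). Of 975 named genes, 671 (68.8%) passed the test over time, from d 60 to birth or in at least 1 of the steps between stages. Between sire breeds 7 named genes passed at any stage: PHLDB2 at d 60, and SELENOW, ATP5IF1, CTSC, FLVCR2, COL3A1 and LOC787045 at birth. Over all 16659 features, 11454 passed over time and 51 between sire breeds. The breed counts depended on the arrays included: with each array number left out in turn, 0 to 1372 features passed at birth.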

### Temporal changes in gene expression

Tables 1 and 2 list expression values for differentially expressed (DE) genes for which reliable annotations could be obtained using the Basic Local Alignment Search Tool (BLASTN [15]). These genes were differentially expressed across developmental time, regardless of breed. Twenty genes showed decreasing expression over time and 35 genes showed increasing gene expression over time. 

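Genes with higher levels at birth than at d 60 included TMOD4, a tropomodulin of skeletal muscle (log2 ratio 3.98, SE 0.22, adjusted p = 5.72e-11), COQ8A of coenzyme Q synthesis (3.90), muscle glycogen phosphorylase PYGM (3.66), the creatine kinases CKM (3.63) and CKMT2 (3.47), beta-enolase ENO3 (3.42) and LOC787122 (3.71). Genes with lower levels at birth included the glypican GPC3 (log2 ratio -4.40, SE 0.22, adjusted p = 2.03e-11), PHLDB2 (-3.72), the transporter gene FLVCR2 (-3.45), osteopontin SPP1 (-3.74), vimentin VIM (-3.49) and the proteoglycan lumican LUM (-3.36). Of the 20 genes of Table 1, 16 carried a gene name here and all 16 fell from d 60 to birth, and of the 35 genes of Table 2, 30 carried a name and all 30 rose. These lists were chosen on the same samples and are not independent evidence of a direction. Among all named genes 200 rose and 295 fell, and among all 16659 features 3763 rose and 4267 fell. Fitted within each sire breed, the change from d 60 to birth passed for 7486 features in Piedmontese-sired and 7481 in Wagyu-sired animals.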

All genes in Tables 1 and 2 showed expression changes of more than 2-fold over the time course examined. 

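The smallest change among the named Table 1 genes was that of GNAI1, a G protein subunit (log2 ratio -1.96, SE 0.21, adjusted p = 1.46e-07). Among the named Table 2 genes it was that of the chaperone HSP90AA1, with a ratio of birth over d 60 of 2.79. The 16 named genes of Table 1 had log2 ratios from -4.67 to -1.96, and the 30 of Table 2 from 1.48 to 4.28. A change of more than 2-fold from d 60 to birth, with an adjusted p under 0.05 from limma, was found for 313 named genes and for 5006 of all features.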

Gene Ontology annotation of the DE genes using EASE [16] showed that genes involved with the biological processes, morphogenesis and cellular growth were overrepresented in the genes that show decreasing expression over time (Figure 1A). 

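Of 15 measured genes in the list of growth regulators and myogenic factors, 12 fell from d 60 to birth and 2 rose (the same counts when adjusted over the list alone). The list also holds MATR3, RTN4 and TXNIP of Additional file 2 and IGFBP5 of Table 1, which the paper chose on the same samples. DLK1, a regulator of differentiation, fell (log2 ratio -2.27, SE 0.66, adjusted p = 0.00734), as did the IGF-binding protein IGFBP4 (-2.10, adjusted p = 8.14e-07) and the myogenic factors MYOG (-1.66, adjusted p = 7.79e-07) and MYF5 (-1.63, adjusted p = 1.56e-04). The myogenic factor MYF6 rose (log2 ratio 2.60, adjusted p = 6.11e-04), as did TXNIP (2.01). The list fell against the other genes in limma's camera test with an inter-gene correlation preset at 0.01 (mean log2 ratio -0.98, adjusted p = 0.0145), and its adjusted p was 0.178 with an estimated correlation. Of 30 cell cycle genes listed, 2 were measured under a gene name, too few for a list test.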

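Of 25 measured matrix genes other than collagens, 18 were lower at birth than at d 60 and 1 was higher, both over all features and adjusted over the list alone. Besides FN1 and GPC3, the genes lower at birth included those of thrombospondin 2 (THBS2, log2 ratio -2.69, SE 0.35, adjusted p = 1.80e-06), osteonectin (SPARC, -2.63), fibrillin 1 (FBN1, -2.53) and the small proteoglycans decorin (DCN, -1.97) and osteoglycin (OGN, -2.14). Matrix Gla protein, MGP, an inhibitor of calcification, rose (log2 ratio 1.00, SE 0.25, adjusted p = 0.00194). The list had a mean log2 ratio of -1.78 (camera, adjusted p = 9.89e-06 at the preset correlation, and adjusted p = 0.0604 with an estimated correlation). By stage, 11 members fell and 2 rose from d 60 to d 135, 7 fell and 1 rose from d 135 to d 195, and 16 fell and 1 rose from d 195 to birth. FN1, FBN1, GPC3, LUM, OGN, SPARC and SPP1 are in Table 1, which the paper chose on the same samples.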

When annotations with respect to cellular component were examined, 69% of the genes with decreasing expression could be classified as belonging to "extracellular matrix" (data not shown). Collagen genes alone represent 68% of the DE genes in Table 1. On the other hand, in the list of genes with increasing expression over time, genes with biological process annotations belonging to muscle cell contraction and metabolism are overrepresented (Figure 1B). 

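Of 7 collagen genes measured under a gene name, 5 fell from d 60 to birth and none rose (the same counts when adjusted over the list alone). COL12A1 of the fibril-associated collagen XII had a log2 ratio of -4.28 (SE 0.35, adjusted p = 4.54e-09). The fibrillar collagen genes COL3A1 (-3.88, SE 0.21, adjusted p = 5.25e-11), COL1A2 (-3.49, SE 0.40, adjusted p = 3.44e-07) and COL1A1 (-2.98, SE 0.42, adjusted p = 4.45e-06) had falls of similar size. COL6A2 fell by 0.87 on the log2 scale (adjusted p = 0.00307). The basement membrane collagen gene COL4A1 (-0.42, adjusted p = 0.461) and COL5A3 (-0.06, adjusted p = 0.754) did not pass. The mean of the list was -2.28 (camera, adjusted p = 0.00412 at the preset correlation, and adjusted p = 0.129 with an estimated correlation). COL1A1, COL1A2, COL3A1 and COL12A1 are in Table 1, which the paper chose on the same samples.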

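Contractile genes rose almost throughout: of 43 sarcomere and contraction genes, 38 were higher at birth than at d 60 and none was lower (39 higher when adjusted over the list alone), with a mean log2 ratio of 1.83 (camera, adjusted p = 6.91e-21, and adjusted p = 5.62e-05 with an estimated correlation). All 9 fast fibre genes rose, among them MYOZ1 (log2 ratio 3.42, SE 0.27), MYH1 (3.17, SE 0.30), ACTN3 (3.14, SE 0.30) and MYL1 (2.33, SE 0.23), with a list mean of 2.27 (adjusted p = 6.01e-08, and adjusted p = 5.62e-05 with an estimated correlation). Of 8 slow fibre genes 7 rose, among them TNNT1 (1.80, SE 0.18), and MYL2 did not pass (0.67, adjusted p = 0.103). The list mean was 1.47 (adjusted p = 1.85e-04, and adjusted p = 0.00327 with an estimated correlation). Of the sarcomere list, ACTA1, ACTN3, ANKRD1, CASQ1, CMYA5, MYH1, MYOT, MYOZ1, PDLIM3, TCAP and TMOD4 are in Table 2, which the paper chose on the same samples. ACTN3, CASQ1, MYH1 and MYOZ1 are also fast fibre genes.
Of 18 genes of glycolysis and glycogen metabolism, 15 rose and 2 fell, with a mean of 1.90 (adjusted p = 6.01e-08, and adjusted p = 0.0393 with an estimated correlation). The muscle isoforms ENO3 and PFKM (3.36, SE 0.27) rose, while ENO1 (-0.97, SE 0.23) and LDHB (-1.27, SE 0.20), the forms of enolase and lactate dehydrogenase found in many tissues, fell. All 4 genes of creatine and adenylate phosphotransfer rose (mean 3.09, adjusted p = 4.61e-04, and adjusted p = 0.00981 with an estimated correlation). So did 6 of 7 genes of the citric acid cycle, such as MDH2 (1.62; list mean 1.04, adjusted p = 0.00246, and adjusted p = 0.0393 with an estimated correlation), and all 4 genes of complex III and cytochrome c (mean 1.71, adjusted p = 0.0109, and adjusted p = 0.0604 with an estimated correlation). Of 8 ATP synthase genes 4 rose (mean 0.62, adjusted p = 0.0190, and adjusted p = 0.129 with an estimated correlation). The 4 phosphotransfer genes, CKM, CKMT2, AK1 and SLC25A4, are all in Table 2. So are CYC1 and the glycolysis genes ALDOA, ENO3, FBP2, LDHA, PFKFB3, PFKM, PGAM2, PGM1 and PYGM. The paper chose Table 2 on the same samples, so that the rises of these genes are not independent evidence.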

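Relative to d 60, the median log2 level of the 43 sarcomere and contraction genes was 0.53 at d 135, 1.00 at d 195 and 1.77 at birth, and that of the 18 genes of glycolysis and glycogen metabolism was 0.44, 1.14 and 2.51. The median of the 25 matrix genes other than collagens went the other way, with -0.50, -0.77 and -1.48. EGFL7, an endothelial gene, was lower at birth than at d 60 (log2 ratio -2.48, adjusted p = 9.78e-05), while the smooth muscle genes ACTA2 (0.25) and CNN1 (-0.57) did not pass. Of 5 immune cell genes, CD74 (0.78) and S100A8 (0.58) rose, CTSS fell (-0.70), and C1QA (0.10) and BOLA-DRB3 (-0.20) did not pass. Neither list, of 3 and 5 genes, passed (camera, adjusted p = 0.676 and 0.638). No marker of blood, epidermis, cartilage or nerve was measured under a gene name.

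**Figure D1:**
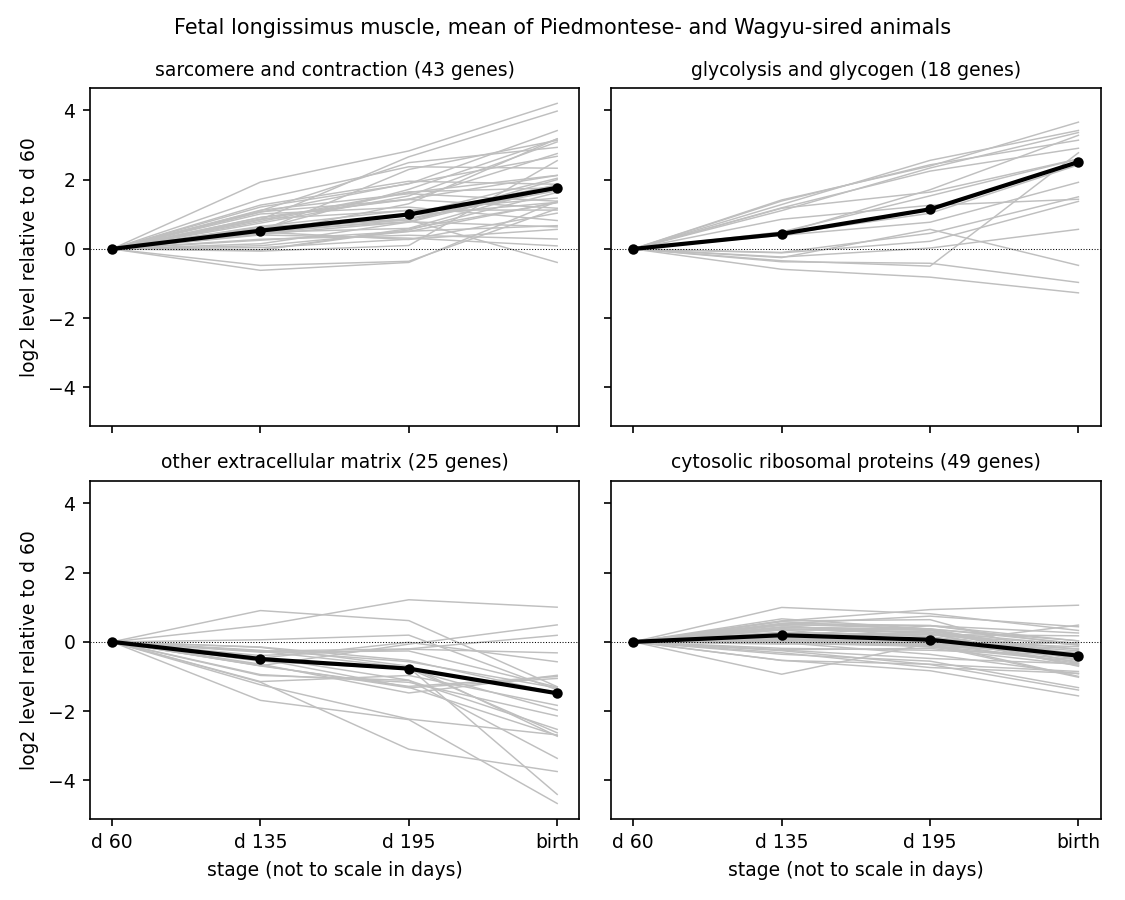
Fitted log2 level relative to d 60 at each stage, as the mean of Piedmontese- and Wagyu-sired animals, for 4 gene lists. Each thin grey line is a gene and the thick black line the list median, which at birth lies at 1.77 for the 43 sarcomere genes, 2.51 for the 18 glycolysis genes, -1.48 for the 25 matrix genes and -0.40 for the 49 ribosomal protein genes.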

The main observation from the examination of the developmental time course is therefore that transcripts associated with extracellular matrix synthesis are increasingly less represented as a proportion of total tissue RNA as muscle development proceeds, while at the same time transcripts of muscle fiber structural, contractile and metabolism genes are gaining in prevalence when maturation of muscle fibres takes place in preparation for postnatal life. 

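Between d 195 and birth the largest rises were those of FBXO40 (log2 ratio 3.61), PFKFB3, which makes the activator of phosphofructokinase (3.27), COQ8A (2.92), LOC514507 (2.90) and PDK4, a kinase that inhibits pyruvate dehydrogenase (2.71). The largest falls were those of GPC3 (-3.66), EGFL7 (-3.33), COL3A1 (-2.90), DLK1 (-2.72) and FN1 (-2.42). From d 60 to d 135, TCAP (1.93), carbonic anhydrase CA3 (1.78), CKM (1.63), RTN2 (1.55) and CYC1 (1.50) rose most, and FN1 (-1.69), PHLDB2 (-1.67), USP19 (-1.54), HSP90B1 (-1.46) and COL12A1 (-1.43) fell most. From d 135 to d 195, TMOD4 (1.82), ACTN3 (1.78), PDLIM3 (1.39), PHYH (1.32) and ENO3 (1.28) rose most, and SPP1 (-1.94), COL12A1 (-1.50), SLC1A4 (-1.35), KLF6 (-1.10) and THBS2 (-0.99) fell most. Among the named genes of Table 1, the largest fall lay between d 195 and birth for 13 of 16, between d 135 and d 195 for COL12A1 and SPP1, and between d 60 and d 135 for PLS3. Among the 30 named genes of Table 2, the largest rise lay between d 195 and birth for 15, between d 135 and d 195 for 5 and between d 60 and d 135 for 10, which included TCAP and CKM.
The steps were compared with limma: 5161 features passed from d 60 to d 135 (2332 higher, 2829 lower), 2804 from d 135 to d 195 (1772 higher, 1032 lower) and 8744 from d 195 to birth (4445 higher, 4299 lower). Without the arrays numbered 2 the counts of the first and second steps were 2992 and 1445, and without those numbered 1 that of the second step was 1468. Without centring of the arrays 44.2% of 2024 features of the second step were higher. The second step had 4284 features with MAD scaling and 7409 with arrayWeights, where the first step had 6994.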

In most instances, the most marked increase or decrease in gene expression can be observed between d 195 of fetal development and birth (Tables 1 and 2).

**Table 1:** Genes showing decreasing expression in *longissimus *muscle of bovine fetuses over developmental time^1^

Gene^2^	GenBank Accession^3^	Number of array elements^4^	Gene expression ratio^5 ^135 d/60 d	Gene expression ratio^5 ^195 d/60 d	Gene expression ratio^5 ^birth/60 d
cadherin 11, type 2, OB-cadherin (osteoblast) (*CDH11*)	DW521798	1	0.26**	0.23**	0.10**
collagen, type I, alpha 1 (*COL1A1*)	CF613531	14	0.87	0.74	0.16**
collagen, type I, alpha 2 (*COL1A2*)	CF613950	9	0.75	0.64**	0.15**
collagen, type III, alpha 1 (*COL3A1*)	CF613798	29	0.72	0.78	0.15**
collagen, type XII, alpha 1 (*COL12A1*)	CF614200	1	0.48**	0.23**	0.12**
collagen, type XV, alpha 1(*COL15A1*)	DW521810	1	0.58**	0.41**	0.18**
fibrillin 1 (*FBN1*)	CF765332	4	0.57**	0.60**	0.23**
fibronectin 1 (*FN1*)	CF614211	7	0.39**	0.36**	0.08**
follistatin-like 1 (*FSTL1*)	CF613847	1	0.61**	0.35**	0.13**
guanine nucleotide binding protein (G protein), alpha inhibiting activity polypeptide 1 (*GNAI1*)	DW521797	1	0.58**	0.50**	0.20**
glypican 3 (*GPC3*)	DW521793	1	0.91	0.84	0.11**
Insulin-like growth factor binding protein 5 (*IGFBP5*)	CF614176	1	0.71	0.72	0.21**
lumican (*LUM*)	CF613654	2	0.79	0.64**	0.16**
osteoglycin (*OGN*)	CF614268	1	0.59**	0.67*	0.19**
plastin 3 (T isoform) (*PLS3*)	DW521782	1	0.49**	0.43**	0.20**
osteonectin (*SPARC*)	CF613734	8	0.69*	0.68*	0.21**
osteopontin (*SPP1*)	DW521777	3	0.53**	0.19**	0.15**
stathmin 1/oncoprotein 18 (*STMN1*)	DW521774	1	0.54**	0.38**	0.10**
tubulin, alpha 1 (*TUBA1*)	CF613655	2	0.54**	0.46**	0.17**
vimentin (*VIM*)	CF613639	7	0.51**	0.49**	0.16**

^1^* indicates a statistically significant decrease in gene expression at P < 0.05 level; ** indicates a statistically significant decrease in gene expression at P < 0.01 level.

^2^Sequence annotation was carried out using approved gene symbols (human genome nomenclature) *via *the IBISS4 database [17]. BLAST [15] scores > 110 and e-values < 2 E-23 were accepted for annotation purposes.

^3^in cases where more than 1 microarray element was used to calculate the expression data, the accession number of 1 representative element is shown.

^4^Number of microarray elements representing the same gene that were used to calculate the expression data.

^5^To obtain the ratios shown, averaged absolute microarray signal intensity values for d 135, 195 and birth were divided by the signal intensities measured at d 60.

**Table 2:** Genes showing increasing expression in *longissimus *muscle of bovine fetuses over developmental time^1^

Gene^2^	GenBank Accession^3^	Number of array elements^4^	Gene expression ratio^5 ^135 d/60 d	Gene expression ratio^5 ^195 d/60 d	Gene expression ratio^5 ^birth/60 d
actin, alpha 1, skeletal muscle (*ACTA1*)	CF614694	6	0.80	2.49**	4.09**
actinin, alpha 3 (*ACTN3*)	CF614924	3	0.62	3.79**	5.63**
adenylate kinase 1 (*AK1*)	CF614671	1	1.38**	4.25**	4.60**
aldolase A, fructose-biphosphate (*ALDOA*)	CF615006	1	1.28*	3.27**	5.82**
ankyrin repeat domain 1 (cardiac muscle) (*ANKRD1*)	CF614403	2	0.83	2.62**	6.62**
mitochondrially encoded ATP synthase 6 (*MT-ATP6*)	CF613499	1	1.10	2.69**	5.48**
chaperone, ABC1 activity of bc1 complex like (S. pombe) (*CABC1*)	CF615094	1	0.51	1.18	6.43**
calsequestrin 1 (fast-twitch, skeletal muscle) (*CASQ1*)	CO729180	1	1.08	3.93**	5.00**
creatine kinase, muscle (*CKM*)	CF614901	15	2.15**	3.04**	7.49**
creatine kinase, mitochondrial 2 (sarcomeric) (*CKMT2*)	CF614479	1	0.60	1.76**	10.08**
cardiomyopathy associated 5 (*CMYA5*)	CF615342	4	0.77	1.63**	4.79**
cold shock domain protein A (*CSDA*)	CF615315	3	0.64	1.74**	4.71**
cytochrome C (*CYC1*)	CF614629	1	2.14**	2.53**	6.90**
enolase 3 (beta, muscle) (*ENO3*)	CF614534	16	1.93**	3.58**	5.25**
fructose-1,6-bisphosphatase 2 (*FBP2*)	CF614569	2	0.53	2.39**	6.73**
heat shock 70 kDa protein 1B (*HSPA1B*)	CF614728	1	1.03	2.17**	4.02**
heat shock 90 kDa protein 1, alpha (*HSPCA*)	DW521445	1	1.30	3.63**	6.10**
lactate dehydrogenase A (*LDHA*)	CF614400	5	0.70	2.40**	4.31**
similar to dysferlin interacting protein 1, transcript variant 1 (LOC616223), mRNA	CO729195	2	1.57**	3.62**	4.97**
myoglobin (*MB*)	CF615014	18	1.79**	2.51**	6.68**
Myosin binding protein C, fast type (*MYBPC2*)	CF615254	14	0.89	2.73**	9.83**
myosin, heavy polypeptide 1, skeletal muscle, adult (*MYH1*)	CF615300	3	0.59	2.70**	5.85**
myosin, heavy polypeptide 2, skeletal muscle, adult (*MYH2*)	CF614936	13	1.40**	2.70**	5.37**
myozenin 1 (*MYOZ1*)	CF614412	18	2.22**	2.89**	7.66**
ncRNA orthologous with *NEAT1*	CF614858	12	0.91	1.97**	6.75**
PDZ and LIM domain 3 (*PDLIM3*)	CF615153	10	0.92	3.88**	5.05**
6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (*PFKFB3*)	CF615087	1	0.36	0.51	6.27**
phosphofructokinase, muscle (*PFKM*)	DW521807	1	1.01	4.12**	6.71**
phosphoglycerate mutase 2 (muscle) (*PGAM2*)	CF614969	6	1.12	4.03**	4.65**
phosphoglucomutase 1 (*PGM1*)	CF615240	7	1.06	3.50**	5.47**
Phosphorylase, glycogen; muscle (*PYGM*)	CF614749	6	1.06	3.17**	7.27**
solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 4 (*SLC25A4*)	CF614535	3	0.80	1.93**	5.14**
titin-cap (telethonin) (*TCAP*)	CF614598	5	2.81**	4.15**	8.78**
tropomodulin 4 (muscle) (*TMOD4*)	CF614407	2	0.79	3.62**	6.53**
Titin immunoglobulin domain protein (myotitilin) (*TTID*)	CF614674	5	0.58	1.63**	4.61**

^1^* indicates a statistically significant increase in gene expression at P < 0.05 level; ** indicates a statistically significant increase in gene expression at P < 0.01 level.

^2^Sequence annotation was carried out using approved gene symbols (human genome nomenclature) *via *the IBISS4 database [17]. BLAST [15] scores > 110 and e-values < 2 E-23 were accepted for annotation purposes.

^3^In cases where more than 1 microarray element was used to calculate the expression data, the accession number of 1 representative element is shown.

^4^Number of microarray elements representing the same gene that were used to calculate the expression data.

^5^To obtain the ratios shown, averaged absolute microarray signal intensity values for d 135, 195 and birth were divided by the signal intensities measured at d 60.

**Figure 1:**
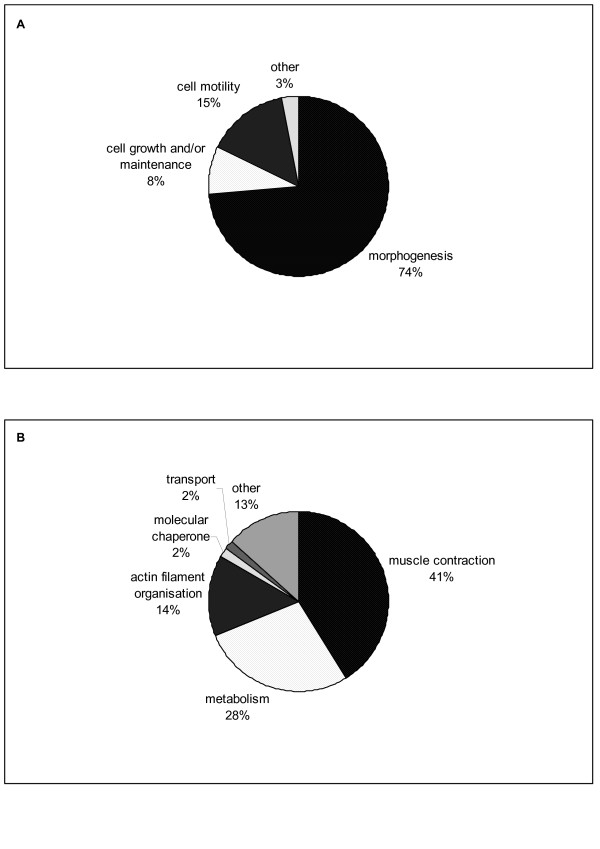
**Annotation of differentially expressed genes in bovine *longissimus *muscle**. The Expression Analysis Systematic Explorer (EASE) tool [41] was used to identify classes of overrepresented gene ontology annotations in the differentially expressed gene lists (Tables 1 and 2). (A) Biological process annotation of genes which showed decreasing expression over the developmental time course. (B) Biological process annotation of genes which showed increasing expression over the developmental time course.

Two genes, *FSTL1 *and *IGFBP5 *(Table 1), which are implicated in the regulation of cell growth and differentiation, are significantly downregulated in developing bovine muscle. These genes were chosen for quantitative reverse transcription-PCR (qRT-PCR) validation (see below).

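IGFBP5, an IGF-binding protein measured by 16 array elements, had a ratio of birth over d 60 of 0.228 (log2 ratio -2.13, SE 0.27, adjusted p = 1.32e-06 from limma). It was lower at d 135 than at d 60 (log2 ratio -0.52, SE 0.16, adjusted p = 0.0168) and lower at birth than at d 195 (-1.38, SE 0.16, adjusted p = 4.29e-07). Between d 135 and d 195 its log2 ratio was -0.23 (SE 0.15, adjusted p = 0.324). No element carried the name FSTL1 in the gene annotation used here.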

Twelve microarray probes that reported increasing expression levels during development all matched to a single consensus sequence (btcn26022) in the IBISS4 database [17]. Using the NETBLAST function in IBISS4, a match with a non-coding (nc) RNA transcript orthologous with the recently described *NEAT1 *transcript was identified [18] (Table 2).

### Gene expression differences correlated with sire breed

A subset of gene expression differences according to sire breed is summarized in Table 3. In total, 82 genes were differentially expressed according to the breed of the fetus' sire in at least one time point [see Additional file 2]. 

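Few genes passed the test of sire breed at any stage. At d 60, PHLDB2, a membrane-associated protein of the cell cortex, was higher in Piedmontese-sired fetuses (log2 ratio 0.81, SE 0.14, adjusted p = 0.0232), the only named gene among 8 features, all higher. All d 60 fetuses of a breed had the same sire, so that a difference between the bulls was not separated from one between breeds. At birth the selenoprotein gene SELENOW (log2 ratio 1.00, SE 0.20, adjusted p = 0.0355) and ATP5IF1, the inhibitor of mitochondrial ATP synthase (0.90, SE 0.18, adjusted p = 0.0355), were higher in Piedmontese-sired calves. The protease gene CTSC (-0.97, SE 0.16, adjusted p = 0.0230), FLVCR2 (-0.97, SE 0.19, adjusted p = 0.0355), COL3A1 (-0.94, SE 0.16, adjusted p = 0.0230) and LOC787045 (-0.86, SE 0.17, adjusted p = 0.0355) were lower. These 6 genes were among 46 features, 14 higher and 32 lower, a split that turned with arrayWeights (613 features, 74.1% higher) and without the arrays numbered 1 (61.1% higher). Of the 60 genes of Additional file 2 that carried a name here, 1 passed at birth over all features, and 18 were higher and 14 lower when adjusted over the list alone, which is not independent evidence since the list was chosen on the same samples.
At d 135 and d 195 limma gave 0 features, with 262 and 446 at an unadjusted p under 0.05, against 2022 at d 60 and 3344 at birth. The count at birth was 1372 without the arrays numbered 1, 1 without those numbered 2, 0 without those numbered 3 and 9 without the array numbered 4. The count at d 60 was 0 without the arrays numbered 1, 2 or 3, 901 with MAD scaling (82.8% higher) and 1977 with arrayWeights (58.1% higher). The p-values take arrays that share animals as independent. With arrays of the same number paired instead, 10 features passed at birth, and of the 6 named genes CTSC and COL3A1 alone. Leaving out the array numbered 4 without any pairing already gave 9, so that the fall from 46 cannot be credited to the pairing. The numbers may join different animals in some groups.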

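Over 975 named genes, the standard deviation of the log2 ratio was 1.25 for birth over d 60. For Piedmontese- over Wagyu-sired animals it was 0.318 at d 60, 0.309 at d 135, 0.320 at d 195 and 0.372 at birth. The median size of the log2 ratio over all features was 0.68 for birth over d 60 and 0.24 between sire breeds at birth. FN1, with the largest fall over time, had a log2 ratio between breeds at birth of -0.48 (SE 0.20, adjusted p = 0.201). Of the 10 named genes with the largest falls over time, COL3A1 and FLVCR2 also passed between breeds at birth and PHLDB2 at d 60.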

The temporal changes in gene expression profiles were greater than the expression differences that were correlated to sire breed. Only 3 of these DE genes (*ALDOA*, *FABP5 *and *MATR3*) show a fold-change of more than 2 [see Additional file 2]. 

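The measured ratio of Piedmontese- over Wagyu-sired animals reached 1.44 for ALDOA, aldolase A of glycolysis, at d 195, was 0.714 for FABP5, a fatty acid binding protein, at birth and reached 1.69 for the nuclear matrix protein gene MATR3 at d 60. The largest named ratio that passed the test was that of SELENOW at birth (2.00), and the smallest were those of CTSC (0.510) and FLVCR2 (0.512). A difference of more than 2-fold was found for 12 features that passed at birth, none of them a named gene. Passing or not, 36 named genes had a ratio beyond 2-fold at any stage.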

*ALDOA *was around two-fold less expressed in the *longissimus *muscle of Wagyu-sired fetuses at d195, while *FABP5 *showed more than two-fold less expression in the *longissimus *muscle of Piedmontese-sired calves at birth. 

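ALDOA was measured by 38 array elements. Its log2 ratio of Piedmontese- over Wagyu-sired animals was 0.53 at d 195 (SE 0.36, adjusted p = 1.00 from limma), -0.18 at d 60, 0.13 at d 135 and 0.12 at birth, and no stage passed the test. FABP5, measured by 8 elements, had a log2 ratio of -0.49 at birth (SE 0.23, adjusted p = 0.235), 0.17 at d 60, 0.07 at d 135 and -0.13 at d 195. On the 3 arrays of Piedmontese over Wagyu at birth the log2 ratio of FABP5 was -1.003, 0.183 and -0.817, so that it was below 0 on 2 of 3 arrays. Over time, FABP5 was lower at birth than at d 60 (log2 ratio -1.05, adjusted p = 0.00484).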

*FABP4 *expression is also highlighted in Table 3, as this gene showed less gene expression in the *longissimus *muscle of Piedmontese-sired fetuses samples at d 135, but at no other time point. 

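FABP4, the fatty acid binding protein of adipocytes, was measured by 76 array elements. Its log2 ratio of Piedmontese- over Wagyu-sired fetuses was 0.12 at d 60 (SE 0.20), -0.02 at d 135 (SE 0.29, adjusted p = 1.00), 0.07 at d 195 (SE 0.29) and -0.03 at birth (SE 0.20), and no stage passed the test. Over time FABP4 rose from d 60 to d 135 (log2 ratio 0.74, adjusted p = 6.72e-04) and fell from d 135 to d 195 (-0.86, adjusted p = 2.21e-04).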

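MATR3 was measured by 2 array elements. At d 60 its log2 ratio of Piedmontese- over Wagyu-sired fetuses was 0.75 (SE 0.27, adjusted p = 0.247 from limma), which did not pass over all features. The log2 ratio was -0.44 at d 135, -0.21 at d 195 and -0.87 at birth (SE 0.27, adjusted p = 0.113). Over time MATR3 was lower at birth than at d 60 (log2 ratio -1.55, adjusted p = 8.08e-04) and lower at d 135 than at d 60 (-1.14, adjusted p = 2.53e-04).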

*MATR3 *showed less gene expression in the *longissimus *muscle of day 60 Wagyu-sired fetuses.

**Table 3:** Examples of genes showing differential expression in *longissimus *muscle of bovine fetuses from different sire breeds in at least one time point^1^

Gene^2^	GenBank Accession^3^	Number of array elements^4^	Gene expression ratio^5 ^P60d/W60d	Gene expression ratio^5 ^P135d/W135d	Gene expression ratio^5 ^P195d/W195d	Gene expression ratio^5 ^Pbirth/Wbirth
Aldolase A, fructose-biphosphate (*ALDOA*)	CF615006	4	0.87	1.04	2.16**	0.90
Collagens (*COL1A1*, *COL1A2*, *COL3A1*, *COL12A1*, *COL15A1*)	Additional file 2	42	1.21	0.70	0.96	0.64**
Cytochrome c oxidases (*COX5B*, *6C*, *7B*, *7C*)	Additional file 2	9	0.93	0.99	0.84	1.74**
Fatty acid binding protein 4, adipocyte (*FABP4*)	CF614083	3	1.01	0.70**	0.90	0.98
Fatty acid binding protein 5 (*FABP5*)	CF613827	1	1.29	0.93	1.16	0.44**
Matrin 3 (*MATR3*)	CF614914	1	2.35**	1.15	0.79	0.64**
Ribosomal L proteins (*RPL*)	Additional file 2	32	0.75	0.93	1.01	1.52**
Ribosomal S proteins (*RPS*)	Additional file 2	13	0.80	0.89	0.99	1.51**

^1^* indicates a statistically significant gene expression difference at P < 0.05 level; ** indicates a statistically significant gene expression difference at P < 0.01 level.

^2^Sequence annotation was carried out using approved gene symbols (human genome nomenclature) *via *the IBISS4 database [17]. BLAST [15] scores > 110 and e-values < 2 E-23 were accepted for annotation purposes.

^3^in cases where more than 1 microarray element was used to calculate the expression data, the accession number of 1 representative element is shown.

^4^Number of microarray elements representing the same gene that were used to calculate the expression data.

^5^To obtain the ratios shown, averaged absolute microarray signal intensity values for P (Piedmontese × Hereford) fetuses were divided by the signal intensities measured for W (Wagyu × Hereford) fetuses at d 60, d 135, d 195 and birth.

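Several further genes had differences at birth that did not pass over all features, with an adjusted p above the threshold. The chaperone gene HSPA8 had a log2 ratio of Piedmontese over Wagyu of -0.85 (SE 0.22, adjusted p = 0.0709), fibrillin FBN1 of -0.86 (SE 0.22, adjusted p = 0.0712), the citric acid cycle gene IDH3A of -0.79 (SE 0.21, adjusted p = 0.0797) and ATP5E of ATP synthase of 0.85 (SE 0.20, adjusted p = 0.0645). Of 11 heat shock genes none passed at birth over all features, and 2 were lower when adjusted over the list alone (mean log2 ratio -0.32, camera, adjusted p = 0.256). Of 8 ATP synthase genes 3 were higher and 1 was lower when adjusted over the list alone (mean 0.16, adjusted p = 0.246). At d 60 the giant sarcomeric protein gene NEB had a log2 ratio of 0.75 (SE 0.17, adjusted p = 0.0904).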

A number of genes showed smaller, yet still significant differences in gene expression between breeds in at least one time point [see Additional file 2]. 

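Among the 7 collagen genes measured, 6 had a log2 ratio of Piedmontese- over Wagyu-sired calves below 0 at birth, and only COL3A1 passed the test. Its log2 ratio lay below 0 on all 3 arrays of Piedmontese over Wagyu at birth (-0.75, -0.70 and -1.12). COL1A2 (-0.72, SE 0.31, adjusted p = 0.212), COL1A1 (-0.39, SE 0.32, adjusted p = 0.539) and COL12A1 (-0.21) did not pass. The list mean was 0.07 at d 60, -0.23 at d 135, -0.13 at d 195 and -0.34 at birth, and at none of these stages did the list differ from the other genes (camera, adjusted p = 0.904, 0.480, 0.524 and 0.256). Over the list alone, COL3A1 at birth was the only collagen gene that passed. Matrix genes other than collagens had a mean of -0.19 at birth (camera, adjusted p = 0.343).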

Table 3 provides a summary for some of these classes of genes, for example the collagen genes, which were more highly represented in the transcriptome of late-stage Wagyu fetuses. 

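Ribosomal protein genes and nuclear genes of cytochrome c oxidase and complex I had mean ratios above 1 in Piedmontese-sired calves at birth, and no single gene of these lists passed over all features. Of 49 cytosolic ribosomal protein genes, 46 had a log2 ratio above 0 with a list mean of 0.44, and 19 were higher and 2 lower when adjusted over the list alone. RPL22 had the largest log2 ratio (1.05, SE 0.25, adjusted p = 0.0645), and RPS25 (0.81, SE 0.20, adjusted p = 0.0693), RPL37A (0.73) and RPS18 (0.67, SE 0.18, adjusted p = 0.0767) were close to the threshold. Of 9 nuclear cytochrome c oxidase genes, 8 lay above 0 (mean 0.48) and 6 were higher when adjusted over the list alone. COX5B (0.85, SE 0.21, adjusted p = 0.0693), COX6C (0.85), COX7C (0.78), COX17 (0.64), COX4I1 (0.60) and COX7B (0.52) had the largest log2 ratios. All 9 nuclear genes of complex I lay above 0 (mean 0.46), among them NDUFB3 (0.86, SE 0.21, adjusted p = 0.0671), NDUFA6 (0.83) and NDUFB9 (0.63), and 6 were higher when adjusted over the list alone.
In limma's camera test at the preset correlation the ribosomal (adjusted p = 9.11e-18), cytochrome c oxidase (adjusted p = 5.97e-05) and complex I (adjusted p = 1.56e-05) lists stood apart from the other genes, and with an estimated correlation the adjusted p of each was 0.204. The ribosomal mean was -0.05, 0.79 and 0.68 on the arrays of Piedmontese over Wagyu at birth numbered 1, 2 and 3, the cytochrome c oxidase mean -0.08, 0.92 and 0.60 and the complex I mean -0.21, 0.87 and 0.59, and with each of these 3 arrays left out in turn the fitted ribosomal mean lay between 0.31 (without number 2) and 0.67 (without number 1). Without all arrays numbered 2 the ribosomal mean was 0.28 and the cytochrome c oxidase mean 0.27.

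**Figure D2:**
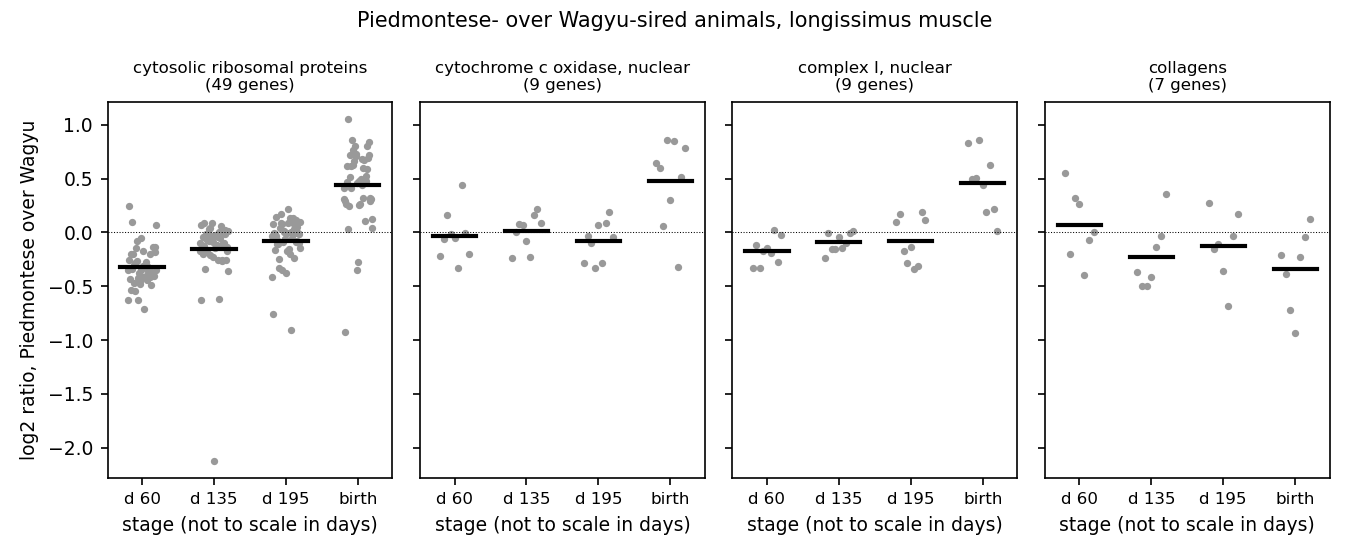
Fitted log2 ratio of Piedmontese- over Wagyu-sired animals at each stage for 4 gene lists. Each grey point is a gene and the black bar the list mean, which at birth lies at 0.44 for ribosomal protein genes, 0.48 for cytochrome c oxidase, 0.46 for complex I and -0.34 for collagens.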

All differentially expressed ribosomal protein genes and cytochrome c oxidase genes were detected as significantly up-regulated in the muscle of Piedmontese crossbred calves at birth (Table 3 and [Additional file 2]). Ribosomal protein and cytochrome c oxidase genes were not detected as differentially expressed over developmental time (Tables 1 and 2).

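From d 195 to birth 27 of 49 ribosomal protein genes fell and none rose as the mean of both sire breeds, both over all features and over the list alone, among them RPL22 (log2 ratio -1.17, SE 0.19, adjusted p = 2.38e-05) and RPS20 (-0.92, SE 0.15, adjusted p = 2.57e-05). From d 60 to birth 10 fell and 1 rose (8 and 0 over the list alone), led by RPSA (-1.56, SE 0.25, adjusted p = 2.32e-05) and RPS4X (-1.32, SE 0.18, adjusted p = 2.80e-06). As a list they did not stand apart from the other genes over the whole course (mean log2 ratio -0.39, camera, adjusted p = 0.126), and for d 195 to birth the list test (mean -0.46, adjusted p = 2.96e-04) had an adjusted p of 0.479 with an estimated correlation. In this step the list mean was -0.97, -0.97 and -0.18 on the arrays of Wagyu birth over Wagyu d 195. It was 0.258, 0.125 and 0.271 on those of Piedmontese d 195 over Piedmontese birth. The fall was larger than these on Wagyu arrays 1 and 2 and not on Wagyu array 3. The list test of this breed difference did not pass with an estimated correlation. Of 9 nuclear cytochrome c oxidase genes, 5 rose from d 60 to birth and none fell (mean 0.62, adjusted p = 0.0323, and adjusted p = 0.334 with an estimated correlation). COX7B rose most (1.72, SE 0.23, adjusted p = 3.07e-06), followed by the muscle isoform gene COX6A2 (1.19), COX4I1 (0.71), COX17 (0.69) and COX5B (0.66), while COX6C (0.16) and COX7C (0.62) did not pass. Of 9 nuclear complex I genes 5 rose, such as NDUFB9 (1.01), and NDUFV3 fell (-1.02; list mean 0.32, adjusted p = 0.127).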

### qRT-PCR validation of microarray gene expression patterns

We conducted qRT-PCR studies on the amplified RNA used in the microarray study. Assays for *FABP4*, *FABP5*, *FSTL1*, *IGFBP5*, and *MATR3 *were developed to confirm temporal and sire-breed specific gene expression differences. In order to confirm that breed-specific differences caused by the Piedmontese myostatin (*GDF8*) mutation could be detected by gene expression measurements, and because *GDF8 *was not represented on the microarray, *GDF8 *expression was studied using qRT-PCR. Goodness of fit, as measured by the R^2^, resulted in the ANOVA model explaining 88.7%, 80.7%, 63.6%, 87.7%, 94.1% and 98.3% of the total variation in the expression of *GDF8*, *FABP4*, *FABP5*, *IGFBP5*, *FSTL1*, and *MATR3*, respectively [see Additional file 3]. Temporal gene expression patterns detected by microarray were confirmed for *IGFBP5 *and *FSTL1 *(Table 4). The breed-specific differences in *FABP4 *and *FABP5 *expression documented by microarray were accurately confirmed by qRT-PCR (Table 5). *FABP4 *expression was higher in the *longissimus *muscle of Wagyu-sired fetuses at d195 and birth. *FABP5 *expression was higher in the *longissimus *muscle of Wagyu-sired calves at birth, but no significant differences were detected at any other time point. *GDF8 *expression was significantly higher in the *longissimus *muscle of Piedmontese-sired fetuses at d60, d135 and birth (Table 5). No difference could be detected at d195.

**Table 4:** Quantitative reverse transcription PCR (qRT-PCR) measurements of gene expression in total RNA from *longissimus *muscle of bovine fetuses – gene expression ratios over developmental time

Gene	Fold Ratio^1^		
	135 d/60 d	195 d/60 d	birth/60 d

IGF-binding protein 5 (*IGFBP5*)	0.97	0.55 **	0.08 **
Follistatin-like (*FSTL1*)	0.62 **	0.24 **	0.05 **

^1^To obtain fold ratios, mean normalized (from ANOVA and against 18S RNA) qRT-PCR values at 135 d gestation, 195 d gestation and birth were divided by the values at 60 d gestation.

** Significance at P < 0.01.

**Table 5:** Quantitative reverse transcription PCR (qRT-PCR) measurements of gene expression in total RNA from *longissimus *muscle of bovine fetuses – gene expression ratios between breeds

Gene	Fold Ratio^1^			
	P60d/W60d	P135d/W135d	P195d/W195d	Pbirth/Wbirth

Myostatin (*GDF8*)	1.52 **	1.45 *	1.15	1.51 **
Fatty-acid binding protein 4 (*FABP4*)	1.32	0.56	0.14 **	0.20 **
Fatty-acid binding protein 5 (*FABP5*)	0.88	1.09	1.00	0.54 **
Matrin 3 (*MATR3*)	1.10	1.10	0.96	0.75

^1^To obtain fold ratios, mean normalized (from ANOVA and against 18S RNA) qRT-PCR values from P (Piedmontese × Hereford) samples were divided by those from W (Wagyu × Hereford) samples at 60 d gestation, 135 d gestation, 195 d gestation and birth.

* Significance at P < 0.05; ** Significance at P < 0.01.

Using the *MATR3 *qRT-PCR assay, we were unable to confirm the >2 fold higher gene expression detected by microarray in d60 muscle RNA samples from Wagyu-sired fetuses (Table 5). In order to clarify what may have caused this discrepancy, qRT-PCR assays for *MATR3 *were performed on the amplified RNA samples that had been used for the microarray analysis. This analysis showed that the RNA samples amplified from the d 60 *longissimus *muscle of Piedmontese-sired fetuses contained higher amounts of *MATR3 *RNA than the non-amplified RNA sample (Figure 2). Specifically, this elevated expression was due to one individual RNA sample (P663, data not shown). qRT-PCR testing of *MATR3 *expression therefore confirmed that the microarray analysis, which was carried out with amplified RNA, had accurately identified the elevated *MATR3 *expression levels in the d 60 sample. 

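On the 3 arrays of Wagyu over Piedmontese at d 60, the log2 ratio of MATR3 was -0.58 on array 1, -1.61 on array 2 and -0.38 on array 3, so that MATR3 was higher in the Piedmontese-sired fetus on every array. On the arrays of Piedmontese d 60 over Piedmontese d 135 it was 0.97, 2.14 and 1.81. The fitted log2 ratio of Piedmontese over Wagyu at d 60 was 0.34 without the arrays numbered 2, 0.91 without those numbered 1 and 1.01 without those numbered 3. The array numbers are not tied to the animals named in the paper.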

The results did, however uncover a discrepancy between amplified and total RNA for at least one particular individual and one gene.

**Figure 2:**
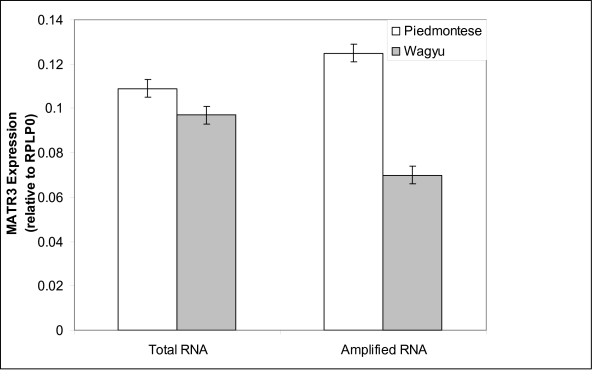
**Quantitative reverse transcription (qRT-PCR) measurements of matrin 3 (*MATR3*) gene expression in bovine d 60 *longissimus *muscle**. qRT-PCR was used to measure *MATR3 *expression from Hereford × Piedmontese (clear) or Hereford × Wagyu (shaded) fetuses, comparing total and amplified RNA. The data represent average values and standard error measurements from 3 individual animal samples, normalized against ribosomal protein, large PO (*RPLPO*) expression measured in the same sample.

## Discussion

This study was designed to map out gene expression changes that accompany four discrete phases of muscle development: the first wave of myogenesis (d 60), the second generation myoblast formation (d 135) and the beginning (d 195) and end (birth) stages of contractile and metabolic differentiation of muscle fibers. As two different breeds of sire (Wagyu and Piedmontese) were used to generate the fetuses in this study, we also attempted to detect gene expression differences that may be associated with the genetic background of the fetus. The fact that Hereford crossbreeds rather than purebred fetuses were used in this comparison is a limitation imposed by resource constraints. However, the postnatal phenotypes of offspring from Hereford dams sired by these breeds have been studied in a separate investigation and were found to be highly divergent for muscle growth and intramuscular fat content [13].

At d 60, the *longissimus *muscle was not identifiable as a distinct anatomical entity. An area of tissue corresponding to the future position of the *longissimus *muscle was therefore collected at this time point. At the d 60 time point it was more problematic to accurately dissect the overlying skin tissue away from the muscle. Reliable and consistent sampling of the *longissimus *muscle, using position along the vertebral column as a positional marker, was achieved from d 135 onwards. Due to limiting sample amounts, particularly at the d 60 time point, all RNA samples were subjected to a linear amplification procedure before labelling for microarray hybridization.

The gene expression analysis of *longissimus *muscle RNA samples provided evidence that the linear amplification procedure may have introduced bias into the representation of mRNA sequences in the d 60 microarray sample from one individual. While numerous studies have shown that linear amplification will conserve transcript abundance to an acceptable level, the potential to introduce significant bias to gene expression studies does exist [19]. For the above reasons, the discussion of differential gene expression will focus on the time points d 135, d 195 and birth.

### Temporal changes in gene expression

This microarray study of fetal bovine muscle development detected a large number of differentially expressed genes across developmental time. The expression pattern of muscle fiber structural and metabolism genes observed in this study is correlated to the timing of contractile differentiation of muscle fibers during fetal development. The overall trend of decreasing representation of extracellular matrix gene expression in fetal bovine muscle over time is in accordance with histological observations that show the proportion of extracellular matrix material on a muscle section decreasing from 70% to 27% over the time course studied here [7]. The increasing representation of muscle fiber-specific gene expression over time may therefore be a reflection of the proliferation and differentiation of muscle fibers within a connective tissue "scaffold" established early during development [20].

An earlier transcriptome study of bovine muscles during ontogenesis [10] did not identify connective tissue gene expression as a significant contributor to differential gene expression across developmental time. This may be a consequence of the skeletal muscle focused macroarray that was used in their study. The bovine fat/muscle microarray used in this study was constructed from muscle and subcutaneous fat cDNA libraries [21]. The differentially expressed microarray elements that showed decreasing gene expression over time, mainly had their origin in the subcutaneous fat cDNA library.

The observation that the most marked gene expression changes occur between d 195 and birth is in accordance with other studies that have shown the dramatic adaptations of skeletal muscle in preparation for birth [10]. As the postnatal muscle samples studied here were collected within 24 hours after birth, our study may, in addition, detect gene expression differences that reflect birth trauma.

We were unable to detect transcriptional changes that reflect the replacement of fetal with adult isoforms of contractile protein transcripts during the final trimester of pregnancy, as we are using a microarray based on adult skeletal muscle gene expression [21].

The vast majority of temporal changes in gene expression in fetal *longissimus *muscle comprise structural and metabolic components of extracellular matrix and muscle fibers. Two exceptions are *FSTL1*and *IGFBP5*, which have been implicated in muscle cell growth and differentiation. The expression patterns for these two genes were confirmed by qRT-PCR and their reduced expression over the developmental time course is in accord with postulated roles in the inhibition of muscle cell differentiation [22,23]. Both genes have been reported as early targets of MyoD expression in a mouse model of MyoD-induced differentiation [24]. In this model of myogenesis, *Fst1 *was down-regulated, whereas *Igfbp5 *was strongly up-regulated. This discrepancy with our results may indicate species-specific differences in *IGFBP5 *action in bovine muscle development, be due to the fact that our results are derived from an *in vivo*, not an *in vitro *model of myogenesis, or hint at the proposed dual role of this gene in the regulation of muscle cell development [25]. Our results lend further support to the notion that *FSTL1*, while its precise function is still unknown, has a crucial role in muscle development.

The *NEAT1*orthologue, a ncRNA species, is found at increasing levels during development of cattle muscle. *NEAT1 *was one of only three large abundant ncRNAs found enriched in the nucleus and highly conserved across mammalian species [18]. This, together with its association with SC35 splicing domains, suggests a fundamental function in mRNA metabolism for the *NEAT1 *transcript. The increasing representation of this ncRNA species in developing cattle muscle may be a reflection of the increasing number of nuclei in developing myofibres. Myonuclei accumulate in muscle cross-sections at an increasing rate up to about 180 days post conception [26]. The 6.8 fold higher representation of the *NEAT1 *orthologue transcript in the muscle of newborn cattle, compared with the muscle at d60, may therefore indicate a correspondingly higher proportion of nuclei per cell volume sampled. The observations of Ansay [27] on the DNA content of developing cattle muscle lend support to this view.

### Individual gene expression differences correlated with sire breed

While the microarray analysis detected a large number of genes that were significantly differentially expressed in at least one of the time points studied, only 2 of those genes showed a more than two-fold difference between the two sire breeds. We therefore examined the expression of myostatin (*GDF8*) itself by qRT-PCR. *GDF8 *RNA was expressed at significantly higher levels in the muscle of Piedmontese-sired fetuses at d 60 and d 135, in accordance with the findings of Forbes et al. [28] that the non-functional GDF8 molecule of the Piedmontese breed failed to repress the *GDF8 *promoter and therefore led to higher *GDF8 *transcript levels in the fetal muscle. Our observations therefore confirm that the *GDF8 *mutation did affect gene regulation in the fetal *longissimus *muscle as predicted.

One of the genes showing more than two-fold elevated expression in the muscle of newborn Wagyu-sired calves, *FABP5*, may indicate a higher level of adipogenic differentiation in the *longissimus *muscle of these animals, even at this early stage of their development. 

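Of 22 adipocyte and lipid genes none passed between sire breeds at birth over all features or over the list alone, and 17 of them had a log2 ratio of Piedmontese over Wagyu below 0 (list mean -0.19, camera, adjusted p = 0.433). The triglyceride synthesis gene DGAT2 (-1.11, SE 0.35, adjusted p = 0.118), the fatty acid desaturase gene SCD (-1.06, SE 0.32, adjusted p = 0.109) and the fatty acid transporter gene CD36 (-0.57, SE 0.21, adjusted p = 0.160) had the smallest p-values. The adipocyte genes ADIPOQ (-0.02, SE 0.16) and PLIN1 (-0.03, SE 0.14) had ratios near 1.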

*FABP4 *showed a similar pattern of breed-specific differences, and the differential expression of both genes was confirmed by qRT-PCR (Tables 3 and 5). Fatty acid binding proteins are expressed at very high levels by adipocytes and are themselves, by interaction with peroxisome proliferator-activated receptors (PPAR) involved in mediating the effects of fatty acids on gene regulation [29]. Genetic variation in the bovine *FABP4 *gene has been found to be associated with intramuscular fat content and subcutaneous fat depth [30]. The possibility that FABP5 and FABP4 may be involved in defining the early onset of intramuscular fat deposition in the Wagyu breed remains to be explored. On the other hand, this finding may be an indication of relatively lower expression of *FABP4 *and *FABP5 *in Piedmontese-sired fetuses and therefore a consequence of the biochemical changes initiated by the myostatin mutation. In support of this latter possibility, a recent study of bovine fetuses carrying a myostatin mutation found a gene marker of adipocyte differentiation down-regulated in *semitendinosus *muscle at d 260 of gestation [11].

### Global gene expression differences correlated with sire breed

The microarray used in these experiments was based on adult muscle gene expression and is therefore less likely to detect expression differences in developmental regulatory genes involved with determining the double-muscled phenotype. However, the comprehensive view of developing muscle biochemistry that these experiments describes, points to subtle differences in timing of gene expression, as well as differences in the translational capacity of the Piedmontese muscle and an altered biochemical profile as the main consequences of the *GDF8 *mutation. Our study provides evidence for gene expression timing differences by the large number of ribosomal genes, which tend to be expressed at a relatively lower level in the *longissimus *muscle of Piedmontese-sired fetuses at the earlier time points and are then relatively more highly expressed at birth. This confirms the findings by Steelman et al. [31], who found genes involved in translation overrepresented among the up-regulated genes in 5-week-old myostatin null mice. 

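At d 60, 46 of the 49 ribosomal protein genes had a lower level in Piedmontese- than in Wagyu-sired fetuses, with a list mean log2 ratio of -0.32 and none past the threshold (camera, adjusted p = 8.24e-13, and adjusted p = 0.879 with an estimated correlation). The list mean was -0.16 at d 135 (camera, adjusted p = 0.437) and -0.08 at d 195 (adjusted p = 0.274). In a test of the breed difference at birth minus that at d 60, a comparison added after the values at both stages had been seen, 26 ribosomal genes were higher and none was lower over all features (40 higher and 1 lower over the list alone). Here RPL22 had a log2 difference of 1.39 (SE 0.32, adjusted p = 0.0144) and RPL34 one of 1.35 (SE 0.33, adjusted p = 0.0171). The list mean of this difference was 0.76, with an adjusted p of 0.310 with an estimated correlation. For the breed difference at birth minus that at d 195, 0 features passed in limma (2900 at an unadjusted p under 0.05; 1494 passed with arrayWeights and 25 with values on all arrays), and the ribosomal list mean was 0.52 (camera, adjusted p = 5.78e-15, and adjusted p = 0.307 with an estimated correlation).
The sire breeds had opposite dyes on the arrays of d 60 and of birth, and on the d 60 arrays of Wagyu over Piedmontese the ribosomal mean was -0.12, 0.48 and 0.65. From lower ribosomal expression at the earlier stages and higher expression at birth, the paper proposes subtle differences in the timing of gene expression in Piedmontese-sired fetuses.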

A study of d 30- d 32 bovine embryos had identified a number of ribosomal protein genes as differentially expressed in embryos carrying the *GDF8 *mutation [32]. Cassar-Malek et al. [11], in a gene expression study in bovine *semitendinosus *muscle from d 260 fetuses carrying myostatin mutations also described higher levels of expression of ribosomal protein genes at this time point. Support for the view that timing differences characterize the development of *GDF8 *mutants comes from the work of Deveaux et al[33], which showed evidence for a delay in contractile differentiation of muscle from Belgian Blue fetuses, and Cagnazzo et al. [9], who showed that the fetuses from a more highly muscled breed of pigs showed a later peak of myogenesis-related gene expression during fetal development.

Our study confirms the findings by Cassar-Malek et al. [11] of decreased collagen gene expression in the muscle of late stage bovine fetuses carrying a myostatin mutation. This finding lends support to our interpretation of the temporal changes of collagen gene expression (above). As the *GDF8 *mutation results in larger numbers of muscle fibers that have larger cross-sectional areas on average, connective tissue fibroblasts (with collagen as the main part of their expression signature) should contribute relatively less to the overall gene expression profile.

*GDF8 *mutants are known to have a more glycolytic adult muscle phenotype than wild type animals [33] and this is clearly reflected in the gene expression comparisons between breeds at this time point. For example, the Piedmontese-sired fetuses show higher expression of genes that reflect fast, glycolytic fiber structural differentiation such as *ACTN3*, *MYH1 *and *MYH2*, and *MYBPC2*, coupled with higher expression of genes for glycolytic metabolic enzymes such as *ALDOA *and *LDHA*. These findings confirm the observations of Cassar-Malek et al[11] on bovine muscle and also of Steelman et al. [31], who documented a shift away from slow muscle fiber isoforms in myostatin null mice.

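At d 195 the fast fibre gene ACTN3 had a log2 ratio of Piedmontese- over Wagyu-sired fetuses of 0.42 (SE 0.34, adjusted p = 1.00 from limma) and MYH1 one of 0.30 (SE 0.34, adjusted p = 1.00). The glycolytic genes LDHA (0.52, SE 0.29), ENO3 (0.58, SE 0.24) and GAPDH (0.93, SE 0.48) did not pass either. Of 9 fast fibre genes, 8 had a ratio above 1 and none passed (list mean 0.16, camera, adjusted p = 0.274; -0.007 with MAD scaling of the arrays). Of 18 genes of glycolysis and glycogen metabolism, 10 lay above 1 and none passed (list mean 0.24, adjusted p = 0.0245, and adjusted p = 0.680 with an estimated correlation). Of 8 slow fibre genes, 6 lay below 1 and none passed (list mean -0.20, adjusted p = 0.141). The glycolysis mean was 0.02 without the arrays numbered 1 and 0.49 without those numbered 3.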

At birth, a suite of gene expression changes suggesting an increased ATP supply to the muscle of the Piedmontese-sired fetuses is observed. In fact, there is a coordinated up-regulation of genes encoding enzymes that determine mitochondrial activity at multiple steps in cellular respiration. These include key oxidative enzymes, in particular isoforms of cytochrome c oxidase (*COX5B*, *6C*, *7B*, *7C*), the terminal enzyme in the citric acid cycle. 

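Of 4 genes of complex III and cytochrome c none passed between sire breeds at birth (mean log2 ratio of Piedmontese over Wagyu 0.06, camera, adjusted p = 0.615), with CYC1 at -0.14 (SE 0.27) and UQCRQ at 0.33 (SE 0.17). Of 7 citric acid cycle genes none passed over all features, 1 was lower over the list alone, and 6 lay below 0, among them SDHD (-0.26, SE 0.11, adjusted p = 0.202; list mean -0.24, adjusted p = 0.305). Glycolysis and glycogen genes had a mean of -0.10 (adjusted p = 0.688) and creatine and adenylate phosphotransfer genes one of 0.06 (adjusted p = 0.688). No mitochondrially encoded gene was measured under a gene name.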

Cagnazzo et al[9] made a similar observation in their comparison of transcription profiles of developing muscles from two contrasting breeds of pigs. They found that a highly muscled breed of pigs (Pietrain) showed more active transcription of ATP metabolism-related genes during late fetal development.

This surge in ATP supply may reflect increased energetic demand in the immediate postnatal period in animals that experience very rapid postnatal growth, such as Piedmontese-sired calves or Pietrain piglets. Two major ATP consuming cellular processes are the maintenance of transmembrane ion gradients and protein turnover [34]. The demand for sarcolemmal ion gradients is unlikely to increase at this time. 

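Of 8 ion-transport ATPase genes listed, ATP2A1 and ATP2A2, the calcium pumps of the sarcoplasmic reticulum, were measured under a gene name. At birth ATP2A1 (38 elements) had a ratio of Piedmontese over Wagyu of 0.885 (log2 ratio -0.18, SE 0.17, adjusted p = 0.602 from limma), and ATP2A2 (2 elements) one of 0.955 (log2 ratio -0.07, SE 0.33, adjusted p = 0.933). Neither passed the test at any other stage, where ATP2A1 ranged from -0.10 to 0.08 on the log2 scale.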

In fact, the expression of ATPase genes involved in this process (*ATP1A2*, *ATP2A1*, *ATP2A2*) is relatively lower in the muscle of Piedmontese-sired calves.

Therefore, taken together with the observation that a suite of ribosomal proteins is upregulated in Piedmontese-sired calves, we suggest that the extra ATP might be supporting more active ribosomal synthetic machinery. Consequently, the gene expression changes captured by this microarray appear to describe the energetic modifications necessary for the rapid muscular growth of newborn *GDF8 *mutants.

## Conclusion

This study describes the molecular events accompanying skeletal muscle differentiation in the bovine, namely a coordinate down-regulation of extracellular matrix-related gene expression at the same time as increasing gene expression levels of structural and metabolic constituents of muscle fibers. This study also highlights the developmental expression pattern of *FSTL1 *and *IGFBP5*, which have previously been implicated in myogenesis regulation, as well as describing the changing representation of a recently-described ncRNA (*NEAT1 *orthologue) in developing cattle muscle. A large number of breed-related gene expression differences were detected by contrasting the development of Wagyu-sired and Piedmontese-sired fetuses. While no breed-related differences in regulatory pathways were detected in this study, it documents the differential timing and magnitude of gene expression that result in the more glycolytic muscle fiber profile as well as the lower level of intramuscular fat observed in animals carrying myostatin mutations.

## Methods

### Animals

All animal experimentation complied with the Animal Ethics requirements of NSW Agriculture/GARAS. Hereford cows were artificially inseminated or mated to one of 5 different Wagyu sires or one of 6 different Piedmontese sires. All Piedmontese sires were homozygous for the *GDF8 *missense mutation in exon 3 and none of the Wagyu sires carried the mutation. 3 Fetuses from each sire breed were recovered by caesarean section at around 60, 130 and 195 of gestation. 3 newborn calves per sire breed were euthanased by lethal injection within 24 hours of birth. Details of the sampled fetuses and calves were recorded [see Additional file 4]. *Longissimus *muscle was dissected immediately after death of the fetuses or calves and tissue samples snap frozen in liquid nitrogen.

### Microarray methods

The process for RNA extraction and purification was performed as described in Lehnert et al. [21]. Anti-sense RNA (aRNA) amplification was performed using the MessageAmp aRNA Kit (Ambion, Austin, TX). Indirect labeling procedures and hybridizations were performed as described in Lehnert et al. [21] with the following modifications. The cDNA was generated using a modified amino C6 dT random primer [35] (Geneworks, Adelaide, SA) and the reverse transcriptase Superscript III (Invitrogen, Carlsbad, CA). The cDNA (pre-labeling) and the post-labeled cDNA were purified using the QIAquick PCR purification columns (Qiagen, Valencia, CA). The hybridization mixture used a reduced detergent concentration of 0.2%SDS.

We utilized a bovine cDNA microarray constructed from two cattle cDNA libraries; *longissimus *muscle and subcutaneous fat tissue derived from a 24 mo-old grass-fed Angus steer [21]. The array contained 9,600 bovine cDNA probes, printed in duplicate.

### Experimental design and data acquisition criteria

The weight of the individual fetuses [see Additional file 4], was analyzed by fitting an ANOVA model that contained the effects of breed, time, sex, and breed by time interaction. The ANOVA model accounted for 97.8% of the total variation in fetus weight and significant effects included time (P < 0.001), breed by time (P < 0.05) and breed (P < 0.10). The design of the microarray experiment therefore focused on the developmental aspect of the study, as well as exploring sire breed.

Factors considered in designing the experiment included the availability of RNA for each sample of interest as well as the cost of the arrays themselves. Figure 3 illustrates the configuration layout for the experimental design that was developed with a total of three biological replicates, two breeds and four time points that were compared using 25 microarray hybridizations. The design was chosen to allow a focus on the developmental aspects of the study, but to also permit a breed comparison to be carried out. The entire set of expression data was deposited on the GEO database [14] and can be accessed using accession numbers GPL4196 and GPL4197.

**Figure 3:**
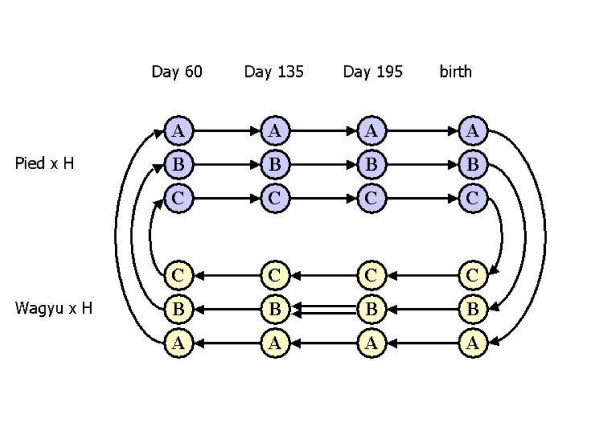
**Microarray experimental design**. Each microarray assay is symbolized by an arrow connecting the two *longissimus *muscle RNA samples that were hybridized to the array. The direction of the arrow indicates which sample was labeled with Cy3 (arrowhead) and Cy5 (origin).

We used the GenePix 4000A optical scanner (Molecular Devices, Sunnyvale, CA) and the GenePixPro 5.1 image analysis software (Molecular Devices) to quantify the gene expression level intensities, employing editing criteria detailed in [36]. Editing criteria were applied separately for the red (Cy5) and for the green (Cy3) intensity channels so that a different number of observations for each channel were obtained. These resulted in a total of 887,706 gene expression intensity readings (443,292 red and 444,414 green) that were background corrected and base-2 log transformed. The arithmetic mean and standard deviation (in brackets) for the red and green intensities were 11.93 (2.02) and 11.97 (1.95), respectively.

### Mixed-model equations and identification of differentially expressed genes

The following linear mixed-effect model was fitted to the data:

*Y*_*ijktmn *_= *μ *+ *C*_*ijk *_+ *G*_*m *_+ *AG*_*ijm *_+ *DG*_*km *_+ *TG*_*tm *_+ *ε*_*ijktmn*_

where *Y*_*ijktmn *_represents the *n*-th background-adjusted, normalized base-2 log-intensity from the *m*-th gene (probe) at the *t*-th treatment (fetal age and breed sample) from the *i*-th array, *j*-th printing block and *k*-th dye channel; *C *represents a comparison group fixed effect defined as those intensity measurements from the same array slide, printing block and dye channel; *G *represent the random gene (probe) effects with 8,845 levels; *AG*, *DG*, and *TG *are the random interaction effects of array × gene, dye × gene, and treatment × gene, respectively. Finally, ε is the random error term.

Variance components for random effects were estimated using restricted maximum likelihood. Differentially expressed (DE) genes were identified after processing the appropriate linear combination of the solutions (best linear unbiased predictions) of *TG via *model-based clustering, addressing the developmental as well as the breed comparison contrasts of interest [37,38].

A total of six contrasts were considered in the identification of DE genes. These included the two within-breed over-time contrasts and the four within-time across-breed contrasts. For each contrast, a two-component normal mixture model was fitted and posterior probabilities of belonging to the non-null component used to identify DE genes for an estimated experiment-wise false discovery rate of < 1% were computed as described by McLachlan et al. [39].

### Synthesis of complementary DNA (cDNA) for quantitative reverse transcription PCR (qRT-PCR) validation

TRIzol-extracted (Invitrogen) total RNA from *longissimus *muscle samples was further purified on RNeasy mini columns and treated on-column with DNase I (Qiagen) according to the manufacturer's instructions. Total RNA concentrations and relative purity were determined spectrophotometrically by measurement of UV absorbance at 260 and 280 nm (GeneQuant; GE Healthcare, Little Chalfont, UK). Reverse transcription of 1.5 μg of total RNA was performed with the Omniscript cDNA synthesis kit (Qiagen) using a mixture of oligonucleotides [100 μM OligodTVN (5'-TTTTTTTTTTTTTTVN-3' where V = A,C,G and N = A,C,G,T) and 1 μM 18Sprimer (5'-CACACGCTGAGCCAGTCAGT-3')]. The cDNA was diluted 1:10 in 10 mM Tris-HCl (pH8.0) for target gene measurements, whereas the 18S rRNA reference gene measurements were performed on a 1:200 dilution of cDNA.

Total RNA from d 60 fetal muscle samples and amplified RNA from the d 60 samples that were used to probe the DNA microarray were separately reverse transcribed. 1.5 μg of total or amplified RNA was reverse transcribed with the Superscript III first strand cDNA synthesis kit (Invitrogen). The cDNA synthesis used random hexamers and was performed at 37°C for 1 hr in the presence of RNase inhibitor (RNaseOUT, Invitrogen). The cDNA was diluted 1:10 in 10 mM Tris-HCl (pH8.0) and was used to measure the mRNA levels of *MATR3 *and *RPLP0*.

### qRT-PCR analyses

qRT-PCR to measure mRNA transcript levels was performed as described in Nattrass et al. [40], using the primer sequences listed in Table 6. qRT-PCR measurements were performed in triplicate on each cDNA sample (n = 24) on two separate occasions or once on the d 60 amplified and unamplifed samples (n = 12). Relative transcript quantitation was performed using standard curves generated for each gene from a 10-fold serial dilution of cDNA. Pooled cDNA from a subset of the *longissimus *muscle samples examined in this study was used to generate the standard curves. The standard curve dilutions, preparation and dispensing of the SYBR green I reagent and addition of the cDNA standards, reference cDNAs and cDNA samples were performed with a CAS1200 liquid handling robotics system (Corbett Life Science, Sydney, Australia). Target gene expression data from samples collected at day 60, day 135, day 195 and birth were determined by normalisizing against the measurements for 18SrRNA. Matrin 3 expression dataon the unamplified and amplified day 60 samples were determined by normalisizing against the measurements for RPLP0.

**Table 6:** Oligonucleotides used in quantitative reverse transcription PCR (qRT-PCR)

Gene	Symbol	sense	sequence	Genbank accession number
Myostatin (growth differentiation factor 8)	*GDF8*	FOR^1^	ACCTTCCCAGAACCAGGAGAA	AF019620
		REV	TCACAATCAAGCCCAAAATCTCT	
Fatty acid binding protein 4 (adipocyte)	*FABP4*	FOR	TGGAAACTTGTCTCCAGTGAAA	X89244
		REV	ACCCCCATTCAAACTGATGA	
Fatty acid binding protein 5 (psoriasis-associated)	*FABP5*	FOR	TGGGAGAGAAGTTTGAAGAGA	BT020981
		REV	TTCCTGATGTTGAACCAATGC	
Follistatin-like 1	*FSTL1*	FOR	TGCAGACCAGGAGAACAACA	BC114758
		REV	GGTTGAGGCACTTGAGGAAC	
Insulin-like growth factor binding protein 5	*IGFBP5*	FOR	GGTTTGCCTGAACGAAAAGA	S52657
		REV	CTTGGGCGAGTAGGTCTCC	
Matrin 3	*MATR3*	FOR (1)	GGAAAAAAGAACCTTCAGACA	CB434458
		FOR (2)	GACAAAGCTGTGAAAAAAGAT	
		REV	CCTCGATCTTGTCCACCTTT	
18S ribosomal RNA	*18SrRNA*		CGGTCGGCGTCCCCCAACTT	AY779625
			GCGTGCAGCCCCGGACATCTAA	
Ribosomal protein large, P0	*RPLP0*	FOR	CAACCCTGAAGTGCTTGACAT	NM001012682
		REV	GCAAGTGGGAAGGTGTAATCA	

FOR = forward primer; REV = reverse primer

### Statistical assessment of qRT-PCR gene expression data

Statistical analyses were performed using the Procedure GLM of SAS (SAS v9.1, SAS Institute Inc., Cary NC, USA) with an ANOVA model that included the expression of the genes (both target and reference genes), as measured by their threshold cycle (C_t_) of the PCR reaction, as dependent (response) variable and biological replicate (with two levels), breed (with two levels), age (with four levels), breed by age interaction (with eight levels) and residual as independent variables. Biological replicates were fitted as nested within breed by age interaction. Least square means of Ct for each gene and at each level of breed, age, and breed by age interaction were compared for differential expression. To ensure overall protection level, only probabilities associated with pre-planned comparisons were used.

## Authors' contributions

SAL participated in the study design, sample collections and data analysis and drafted the manuscript. AR participated in the microarray experimental design and carried out the statistical analyses. KAB participated in the microarray experimental design and analysis, and carried out RNA extractions and microarray experimentation. YHW participated in the study design and coordination. GSN carried out quantitative PCR validation. NJH helped to draft the manuscript. PLG was instrumental in developing the concepts for this study, and participated in the sample collections and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Statistical thresholds for t-statistics and fold changes at two levels of significance and for down- and up-regulated genes. Statistical cut-off values for inclusion in differentially expressed gene lists Click here for file

Additional file 2 Genes showing differential gene expression in LM of bovine fetuses from different sire breeds in at least one time point. Full listing of all genes that showed differential expression between the two sire breeds. Click here for file

Additional file 3 Goodness of fit of the ANOVA model and significance of design effects on the expression of target and housekeeping genes as measured by the Ct of the qRT-PCR. Background detail to the analysis of qRT-PCR data. Click here for file

Additional file 4 Bovine fetuses sampled for microarray study. Listing of genetic background, weight, sex and accurate ages of the fetuses used in this study. Click here for file

# Supplementary material for: Gene expression studies of developing bovine longissimus muscle from two different beef cattle breeds
**Source:** BMC Dev Biol. 2007 Aug 16;7:95. doi: 10.1186/1471-213X-7-95
**Supplement:** Additional file 1 — Statistical thresholds for t-statistics and fold changes at two levels of significance and for down- and up-regulated genes. Statistical cut-off values for inclusion in differentially expressed gene lists

Additional file 1: Statistical thresholds for t-statistics and gene expression ratios at two levels of significance and for down- and up-regulated genes1

| Contrast2 | Down-regulation | | | | Up-regulation | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | P < 0.05 | | P < 0.01 | | P < 0.05 | | P < 0.01 | |
|  | t-stat | ratio | t-stat | ratio | t-stat | ratio | t-stat | ratio |
| OTP | -0.45 | 0.73 | -0.54 | 0.69 | 0.39 | 1.31 | 0.44 | 1.35 |
| OTW | -0.55 | 0.68 | -0.62 | 0.65 | 0.33 | 1.26 | 0.41 | 1.33 |
| PW1 | -0.73 | 0.60 | -0.89 | 0.54 | 0.44 | 1.36 | 0.58 | 1.49 |
| PW2 | -0.36 | 0.78 | -0.44 | 0.74 | 0.44 | 1.36 | 0.52 | 1.43 |
| PW3 | -0.77 | 0.59 | -0.86 | 0.55 | 0.67 | 1.59 | 0.75 | 1.68 |
| PW4 | -0.40 | 0.76 | -0.51 | 0.70 | 0.27 | 1.21 | 0.38 | 1.30 |

1Only t-statistics values (with N = 8,845; for as many distinct probes on the microarray) were used to assess statistical significance. Significance was evaluated from the posterior probability of belonging to the cluster of extreme values in a model-based cluster analysis via mixtures of distributions (see Methods). Fold changes are back-solved from two to the power the value at the t-statistic.

2OTP: over-time in Piedmontese; OTW: over-time in Wagyu; PW1: Piedmontese versus Wagyu at 60 d gestation; PW2: Piedmontese versus Wagyu at 135 d gestation;

PW3: Piedmontese versus Wagyu at 195 d gestation; PW4: Piedmontese versus Wagyu at birth.

# Supplementary material for: Gene expression studies of developing bovine longissimus muscle from two different beef cattle breeds
**Source:** BMC Dev Biol. 2007 Aug 16;7:95. doi: 10.1186/1471-213X-7-95
**Supplement:** Additional file 2 — Genes showing differential gene expression in LM of bovine fetuses from different sire breeds in at least one time point. Full listing of all genes that showed differential expression between the two sire breeds.

Additional file 2: Genes showing differential expression in LM of bovine fetuses from different sire breeds in at least one time point1

1 * indicates a statistically significant gene expression difference at P < 0.05 level; ** indicates a statistically significant gene expression difference at P < 0.01 level.

2Sequence annotation was carried out using approved gene symbols (human genome nomenclature) *via* the IBISS4 database [15]. BLAST [17] scores > 200 and e-values < 1E-50 were accepted for annotation purposes.

3In cases where more than 1 microarray element was used to calculate the expression data, the accession number of 1 representative element is shown.

4Number of microarray elements representing the same gene, that were used to calculate the expression data.

5To obtain the ratios shown, averaged absolute microarray signal intensity values for P (Piedmontese x Hereford) fetuses were divided by the signal intensities measured for W (Wagyu x Hereford) fetuses at d 60, d 135, d 195 and birth.

# Supplementary material for: Gene expression studies of developing bovine longissimus muscle from two different beef cattle breeds
**Source:** BMC Dev Biol. 2007 Aug 16;7:95. doi: 10.1186/1471-213X-7-95
**Supplement:** Additional file 3 — Goodness of fit of the ANOVA model and significance of design effects on the expression of target and housekeeping genes as measured by the Ct of the qRT-PCR. Background detail to the analysis of qRT-PCR data.

Additional file 3: Goodness of fit of the ANOVA model and significance of design effects on the expression of target and housekeeping genes as measured by the Ct of the qRT-PCR

| Gene | Replicate | Breed | Age | Breed*Age | R2, % |
| --- | --- | --- | --- | --- | --- |
| IGFBP5 | N.S. | * | *** | *** | 87.7 |
| FSTL1 | N.S. | *** | *** | *** | 94.1 |
| GDF8 | N.S. | *** | *** | N.S. | 88.9 |
| FABP4 | N.S. | *** | *** | *** | 80.7 |
| FABP5 | *** | ** | *** | *** | 64.5 |
| 18S RNA | N.S. | N.S. | ** | *** | 38.3 |

Biological replicated fitted nested within Breed by Age (Breed*Age) interaction.

*Significance at P < 0.05; **Significance at P < 0.01; ***Significance at P < 0.001; N.S. = non-significance (P > 0.05).

# Supplementary material for: Gene expression studies of developing bovine longissimus muscle from two different beef cattle breeds
**Source:** BMC Dev Biol. 2007 Aug 16;7:95. doi: 10.1186/1471-213X-7-95
**Supplement:** Additional file 4 — Bovine fetuses sampled for microarray study. Listing of genetic background, weight, sex and accurate ages of the fetuses used in this study.

Additional File 4: Bovine fetuses sampled for microarray study

| **Fetus** 1 | **sex** | **Cow ID** | **Sire ID** 2 | **D p.c.**3 | **Weight** |
| --- | --- | --- | --- | --- | --- |
| D 60 WxH 1 | n/d | 5699906 | W006 | 60 d | 12.31g |
| D 60 WxH 2 | Female | 5699911 | W006 | 60 d | 13.32g |
| D 60 WxH 3 | Female | 5699597 | W006 | 61 d | 14.03g |
| D 60 PxH 1 | n/d | 5699663 | DMR7 | 60 d | 16.46g |
| D 60 PxH 2 | Male | 5699904 | DMR7 | 62 d | 15.96g |
| D 60 PxH 3 | Female | 5699546 | DMR7 | 61 d | 12.91g |
| D 135 WxH 1 | female | 5595625 | W006 | 133 d | 1.26 kg |
| D 135 WxH 2 | female | 5699935 | W006 | 138 d | 1.44 kg |
| D 135 WxH 3 | male | 2192780 | W006 | 138 d | 1.94 kg |
| D 135 PxH 1 | male | 5699672 | DMP45 | 132 d | 2.50 kg |
| D 135 PxH 2 | female | 5699921 | DMQ2 | 132 d | 1.82 kg |
| D 135 PxH 3 | female | 5591012 | DMQ2 | 128 d | 1.18 kg |
| D 195 WxH 1 | male | 5393024 | W6 | 193 d | 8.96 kg |
| D 195 WxH 2 | male | 1392067 | W5 | 195 d | 8.54 kg |
| D 195 WxH 3 | female | 5699600 | W3 | 194 d | 8.26 kg |
| D 195 PxH 1 | male | 1390007 | DM3 | 195 d | 9.02 kg |
| D 195 PxH 2 | female4 | 5393041 | DM3 | 194 d | 7.74 kg |
| D 195 PxH 3 | male4 | 5393041 | DM3 | 194 d | 7.56 kg |
| birth WxH 1 | female | 5699682 | W3 | 279 d | 32.0 kg |
| birth WxH 2 | female | 1390004 | W5 | 279 d | 30.0 kg |
| birth WxH 3 | female | 5699926 | W1 | 277 d | 32.5 kg |
| birth PxH 1 | female | 5699896 | DM5 | 287 d | 33.0 kg |
| birth PxH 2 | female | 5699881 | DM6 | 279 d | 48.0 kg |
| birth PxH 3 | female | 5699587 | DMP45 | 280 d | 42.0 kg |

1 P = Piedmontese; H = Hereford; W = Wagyu; 2 W= Wagyu sire; DM=Piedmontese sire (homozygous for *GDF8* mutation); 3 d *post conception*; 4twins

How the deposited data were processed for this re-analysis (not part of the article)

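The values used are log2 ratios of Cy5 over Cy3 from the authors, of arrays scanned and read with GenePix instruments. Which of the editing steps of the Methods these ratios went through is not known: the arrays hold 511122 usable ratios, more than the red readings that the Methods count after editing. The table used holds 21168 array elements and, beside the 25 fetal arrays, arrays of other experiments on longissimus muscle; another table of the series with 77 columns, 24 columns of other experiments and 1 column of a self-hybridisation were not used. Intensities were not used here, so that another background correction was not tried. The direction of the ratio is taken as likely from the dyes in the array labels, the loop of Figure 3 and the signs of Tables 1 and 2. The deposited log2 ratios are not centred. The medians of the arrays were, in the order of the array numbers: Wagyu d 60 over Piedmontese d 60 -0.147, 0.057 and -0.356; Piedmontese d 60 over Piedmontese d 135 -0.305, -0.171 and -0.249; Piedmontese d 135 over Piedmontese d 195 0.010, 0.465 and 0.041; Piedmontese d 195 over Piedmontese birth -0.079, 0.057 and -0.262; Piedmontese birth over Wagyu birth 0.255, -0.335 and 0.297; Wagyu birth over Wagyu d 195 -0.239, -0.334 and -0.070; Wagyu d 195 over Wagyu d 135 0.049, -0.029, -0.116 and -0.015; Wagyu d 135 over Wagyu d 60 -0.482, -0.236 and 0.013.

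Of the 21168 elements, 4490 carry 1 gene name, 188 several and 16490 none, and the gene identifiers of 4472 of the 4490 are in the bovine reference table of gene names, while those of 18 are not. Elements with 1 gene name were averaged per gene on each array, and every other element was kept as a feature of its own. Over 1994 pairs of elements of the same sequence, the correlation over arrays was 0.893 and the median absolute difference 0.079 on the log2 scale. Values at the upper limit of the table were set to missing, each array was centred on its median, and features with values on at least 20 of 25 arrays were kept (16659 features, 975 of them named genes).

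The model was fitted with limma 3.58.1 in R 4.3.3 on the log2 ratio of each array, with the Cy5 group entered as plus 1 and the Cy3 group as minus 1, and an intercept for the dye. It leaves 17 residual degrees of freedom, to which empirical Bayes moderation added 3.53. Array numbers were not entered as pairs or blocks, and arrays were taken as independent although Figure 3 draws each animal on at least 2 of them. Comparisons over time are means over both sire breeds, and P-values were adjusted by the Benjamini-Hochberg method over all features of a comparison, with a threshold of 0.05. The simulation that tested the model called 7 unchanged features of 16659 in the comparison of Piedmontese over Wagyu at birth, and 5 of 200 random gene lists had a p under 0.05.

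Gene lists of at least 3 measured members were tested with camera of limma against the other features, with an inter-gene correlation preset at 0.01 and, beside it, an estimated correlation. The lists were collagens, other extracellular matrix, sarcomere and contraction, fast fibre, slow fibre, glycolysis and glycogen, creatine and adenylate phosphotransfer, nuclear genes of complex I, cytochrome c oxidase and ATP synthase, complex III and cytochrome c, the citric acid cycle, ribosomal proteins, translation factors, adipocyte and lipid genes, heat shock genes, and growth regulators and myogenic factors. Marker lists for endothelium and mural cells and for immune cells were tested in the same way. Lists of embryonic and cell cycle genes, ion-transport ATPases, mitochondrially encoded genes, and markers of blood, epidermis, cartilage and nerve had fewer than 3 members under a gene name: 0 of 8 embryonic isoform genes, 2 of 30 cell cycle genes, 2 of 8 ATPases, 0 of 13 mitochondrially encoded genes, and 0 of 15, 18, 16 and 12 markers. The genes of Tables 1 and 2 and of Additional file 2 were used as lists chosen by the study.

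Genes named are those that the paper names in its text, tables and Additional file 2, whose values in the paper had been seen, and the 10 named genes with the largest rise and the 10 with the largest fall among those past the threshold for birth over d 60 and for the sire breeds at d 60 and at birth. For the other comparisons these were 5 and 5. The 3 members of each list with the smallest p, and measured markers of other cell types, complete the rule. Other list members named in the passages were chosen after their values were seen. The genes CDH11, COL15A1, FSTL1, TUBA1, MYBPC2, MYH2 and NEAT1 of the paper carry no name in the annotation used here.

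Arrays of later crossbred muscle from the same series, 20 arrays of longissimus muscle of Wagyu x Hereford and Piedmontese x Hereford animals at 3 times, were fitted in the same way over 17253 features with values on at least a share of 0.8 of the arrays.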

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

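The comparison of the breed differences at birth and d 60, and the tests of a dye term, of genes of matched genomic span and of a dye effect limited to the arrays that compare breeds, were chosen after the results were seen.

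The ribosomal protein genes had a mean breed difference below 0 at d 60 and above 0 at birth, but no gene of the list passed at either stage, the camera tests did not pass with an estimated correlation (adjusted p = 0.879 and 0.204), and the arrays numbered 1 went the other way at both stages. The difference between Piedmontese and Wagyu at birth differed from that at d 60 for 2198 features, 145 of them named genes (58 higher at birth, 87 lower), by a test of the difference itself in limma. The ribosomal protein genes had a mean of 0.764 for this difference (log2; adjusted p = 0.310 with an estimated correlation). The named genes with the largest rises were RPL22 (1.39), RPL34 (1.35), ATP5IF1 (1.30), SELENOW (1.27) and NTRK2 (1.26), and those with the largest falls PCYOX1 (-2.33), CCT6A (-1.93), SCD (-1.92), FLVCR2 (-1.68) and PLN (-1.66).

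For the higher mean ribosomal level at birth in Piedmontese-sired calves, a dye effect common to all arrays would need a dye term of these genes near their ratio, and the term was 0.020 against a mean ratio of 0.471 on the 3 arrays. A single array is argued against by the lowest mean with each array left out in turn, 0.313 (without array 2 of Piedmontese over Wagyu at birth), with 0.671 as the highest (without array 1). Genomic span and the breed difference were related over the other named genes (Spearman rho = -0.211). Still, 88 other genes with a span like that of the ribosomal genes had a median of -0.028 (quartiles -0.202 to 0.121). These values argue against a shift of all genes of short genomic span as the whole cause. Transcript length was not compared, so that a shift of genes with short transcripts stays open. A dye effect limited to the arrays that compare breeds stays open. Over 896 other named genes the breed differences at d 60 and at birth ran opposite, as the dyes did (rho = -0.368). Noise alone in this design gives 0.148. Between single arrays this held for those numbered 2 and 3 (rho of Cy5 over Cy3 0.414 to 0.567). It held more weakly between array 1 of d 60 and array 1 of birth (0.260). Where a single array of the pair was numbered 1, rho was -0.056 to 0.098, although an effect of all these arrays should show there too. A biological difference between the sire breeds in the timing of ribosomal gene expression would give the same values on the arrays numbered 2 and 3 and may be a cause as well.

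For MATR3, higher in Piedmontese-sired fetuses at d 60 without passing the test, an effect of a single sample was tested by leaving out each array number. The log2 ratio was 0.753 with all arrays and 0.341 without the arrays numbered 2, against 0.748 to 1.01 without each of the others, so that one sample may carry over 50% of the difference. All 3 arrays had the same direction, and a breed difference in the other samples stays open.

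For FABP4 the paper's array and quantitative PCR ratios differ at birth, although its text states that the PCR bore out the array differences. The log2 ratio of FABP4 between sire breeds here was -0.03 at birth. An averaging of elements that measure other transcripts would need a share of elements with a low ratio, and 0 percent of the 76 FABP4 elements lay below -0.5 (log2, range -0.39 to 0.95 at birth), which argues against averaging as the cause. A biological explanation was not tested.

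In the later crossbred muscle, which the paper does not analyse, 725 features differed between Piedmontese x Hereford and Wagyu x Hereford animals. The count was 23, 14, 163 and 319 without the arrays numbered 1, 2, 3 and 4. FABP4 (-0.514, SE 0.07, adjusted p = 0.00167) and COL1A1 (-0.459, SE 0.08, adjusted p = 0.00514) were lower in the Piedmontese cross, and ATP2A1 was higher (0.474, SE 0.07, adjusted p = 0.00329), with log2 ratios as means over the 3 times. In fetal muscle PHLDB2, a gene that the paper does not discuss, was higher in Piedmontese-sired fetuses at d 60 (0.812, SE 0.14, adjusted p = 0.0232).

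Among the 4 arrays of Wagyu d 195 over Wagyu d 135, array 2 had 19497 elements with a usable value, far from the other 3. This was 1 of 26 values tested for an array apart from the others, and chance alone marks about 1 in 20 groups. It is not a property of this array alone: 6 of the 8 arrays numbered 2 had 819 to 1548 missing elements, and every other array had at most 578. The labels call it a replicate number and say no more of it.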

How the results depend on the processing

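Alternatives that kept values at the upper limit and that centred each printing block were chosen after seeing the data. The cause of each change was not tested, except that adjusted p < 0.01 and the ratio cut-offs change the threshold itself. Another background correction was not run, since intensities were not used here.

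The sarcomere and glycolysis lists kept their direction from d 60 to birth. With each replicate number left out, the sarcomere mean lay between 1.690 and 2.010 and the glycolysis mean between 1.691 and 2.051. Both lists stayed past the threshold under every alternative at the preset correlation. With an estimated correlation the glycolysis test did not pass without centring (adjusted p = 0.0907), with each probe by itself (0.0798) or without replicate 2 (0.0580). The counts of features from d 60 to birth (6546 to 7746 without each replicate number) and from d 195 to birth (6885 to 8565) stayed within 1.5 times under every alternative. Of 2528 values of single genes under alternatives, over 181 genes and comparisons, 2418 kept direction and side of the threshold, 55 passed only under the alternative, 54 no longer passed and 1 was reversed: PLS3 from d 60 to birth, at 0.356 with ratios at the upper limit kept.

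The estimated inter-gene correlation left the list means as they are, and the following tests no longer passed: those of the collagens (-2.281) and other extracellular matrix (-1.777) from d 60 to birth, of the ribosomal proteins (0.443) and cytochrome c oxidase (0.475) between sire breeds at birth and of glycolysis (0.236) between sire breeds at d 195. With each probe by itself, tests that had not passed did so for the ribosomal proteins from d 60 to birth (-0.371), the collagens at birth (-0.638) and the fast fibre genes at d 195 (0.154), with an adjusted p of 0.611, 0.344 and 0.842 with an estimated correlation. The glycolysis test at d 195 did not pass with MAD scaling (0.070), at adjusted p < 0.01 (0.236), without replicate 1 (0.016) or without replicate 2 (0.199).

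Features from d 135 to d 195 (2804, 63.2% higher) numbered 4284 with MAD scaling (56.75% higher), 7409 with arrayWeights (51.17% higher) and 1318 at adjusted p < 0.01. Without centring 44.22% of the features that passed were higher. Features from d 60 to d 135 numbered 3374 at adjusted p < 0.01.

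Features between sire breeds at d 60 (8, 100% higher) numbered 0 without centring and at adjusted p < 0.01, 901 with MAD scaling (82.8% higher) and 1977 with arrayWeights (58.12% higher). At birth (46, 30.43% higher) they numbered 0 without centring and at adjusted p < 0.01, 116 with values on all arrays, 238 with each probe by itself, 613 with arrayWeights (74.06% higher) and 10 with the replicate block (pairing of array numbers, common correlation 0.1). At the paper's ratio cut-offs, which are no test of the fit here, 892 features lay past them at d 60, 1912 at d 135, 661 at d 195 and 3837 at birth. Where limma gave 0 features (262 at an unadjusted p under 0.05 at d 135, 446 at d 195), keeping ratios at the upper limit gave 1 at d 135 and 1 at d 195. The breed difference at birth minus that at d 195 (0 features, 2900 at an unadjusted p under 0.05) gave 25 with values on all arrays, 12 with each probe by itself, 1494 with arrayWeights and 13 with ratios at the upper limit kept. The later crossbred muscle (725) gave 343 without centring, 370 without a dye intercept, 122 at adjusted p < 0.01 and 1388 with each probe by itself.

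With each replicate number left out in turn, features numbered 2992 to 4964 from d 60 to d 135, 1445 to 2123 from d 135 to d 195, 0 to 7 between sire breeds at d 60, 0 to 1 at d 195, 0 to 1372 at birth and 14 to 319 in later muscle (23 without replicate 1, 14 without 2, 163 without 3 and 319 without 4). The count at birth was 1372 without replicate 1, 1 without 2, 0 without 3 and 9 without 4. List means ranged from 0.276 to 0.632 for ribosomal proteins at birth, from 0.271 to 0.679 for cytochrome c oxidase at birth, from -0.425 to -0.284 for collagens at birth, from -0.221 to -0.160 for adipocyte genes at birth, from 0.112 to 0.199 for fast fibre genes at d 195 and from 0.016 to 0.489 for glycolysis at d 195. From d 60 to birth they ranged from -2.335 to -2.183 for collagens, from -1.844 to -1.720 for other extracellular matrix and from -0.451 to -0.254 for ribosomal proteins. Leaving out a replicate leaves groups with fewer arrays, whose spread is taken from all groups.

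Ratios are relative to the median of each array. Without centring the median of all features lay at -0.217 from d 60 to birth, at 0.367 between sire breeds at d 135 and at 0.175 at birth. With MAD scaling the fast fibre mean at d 195 was -0.007, on the other side of 0 and without passing. From 19404 to 20771 of 21168 elements per array had a usable value; whether a low signal over background is behind the missing ones was not tested.

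A group is Cy3 on one array of a same-numbered pair and Cy5 on the other, so that a shared animal would give a negative correlation of residuals. Of 24 such pairs, 15 had a correlation under -0.1, among them all 3 pairs of Piedmontese d 60, d 195 and birth, and 5 had one above 0.1 (range -0.662 to 0.525). For 16 of 24 arrays the lowest correlation was with their own number, where chance gives about 8. This is a hint from the data, not the design, that the numbers follow the animals for some of the groups. In Wagyu birth and Wagyu d 60, to which 4 of the 5 pairs above 0.1 belong, the correlations between numbers 1 and 3 were negative instead (-0.594 and -0.712, -0.440 and -0.261), so that the block and the splits by number may join different animals in groups of the breed tests. Figure 3 of the paper draws each animal, under a letter, on at least 2 arrays, and the sources used here do not tie its letters to the array numbers, so that the fit takes as independent arrays that share animals. Apart from the count at birth, the block moved none of the counts it was run for by over 1.5 times and changed none of the 11 list calls. The count at birth was 46 in the main fit, 10 with the block and 9 without replicate 4 and without a block. Its fall can therefore not be credited to the block. The block was not run for later crossbred muscle or for the breed difference at birth minus that at d 60. With it 1 of the 10 features at birth was higher, CTSC and COL3A1 still passed, and SELENOW (1.011, adjusted p = 0.0629), ATP5IF1 (0.903, 0.0657), FLVCR2 (-0.972, 0.0629) and LOC787045 (-0.851, 0.0644) did not.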

Differences from the paper's values

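The alternatives named here were set before the data were examined. Ratios are set beside those of the paper's Tables 1 to 3 and Additional file 2. The paper divided averaged signal intensities over the elements it lists for a gene. Here log2 ratios were averaged over all elements of that name and turned back into ratios. Genes such as ALDOA, FABP4, FABP5 and IGFBP5 have more elements here than in the paper. A value that differs need therefore not be a disagreement about the same measurement. A value differs where the gap exceeds the spread between replicates and one ratio is over 1.5 times the other. Of 386 values compared, 69 differ and 317 do not. Over genes, the Pearson correlation of log2 ratios with the paper's was 0.769 for d 135 over d 60, 0.956 for d 195 over d 60, 0.985 for birth over d 60, and 0.949, 0.679, 0.748 and 0.933 between sire breeds at d 60, d 135, d 195 and birth. Of the 69 values, 38 differ under every alternative, and the alternatives not named beside a gene leave its value apart from the paper's. Tests by each probe and by an estimated correlation give no value of a single gene.

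For d 135 over d 60, 21 values differ. Under every alternative these include ACTA1 (the paper's 0.80, here 2.086), ACTN3 (the paper's 0.62, here 1.431), AK1 (the paper's 1.38, here 2.451), ALDOA (the paper's 1.28, here 2.256), COQ8A (the paper's 0.51, here 1.115) and CASQ1 (the paper's 1.08, here 1.733). The ratios of CKMT2 (the paper's 0.60, here 1.234), CMYA5 (the paper's 0.77, here 1.338), YBX3 (the paper's 0.64, here 1.396), FBP2 (the paper's 0.53, here 1.361), LDHA (the paper's 0.70, here 1.407) and MYH1 (the paper's 0.59, here 1.488) also differ under every alternative. So do those of PDLIM3 (the paper's 0.92, here 2.149), PFKFB3 (the paper's 0.36, here 0.789), PFKM (the paper's 1.01, here 2.152), PGAM2 (the paper's 1.12, here 2.277), PGM1 (the paper's 1.06, here 2.609) and PYGM (the paper's 1.06, here 2.665). So do those of SLC25A4 (the paper's 0.80, here 1.658), TMOD4 (the paper's 0.79, here 1.796) and MYOT (the paper's 0.58, here 1.348).

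For d 195 over d 60, 17 values differ. Under every alternative these include COL12A1 (the paper's 0.23, here 0.132), FN1 (the paper's 0.36, here 0.211), ANKRD1 (the paper's 2.62, here 1.071), CYC1 (the paper's 2.53, here 4.986), ENO3 (the paper's 3.58, here 5.883) and HSP90AA1 (the paper's 3.63, here 1.654). The ratios of TCAP (the paper's 4.15, here 7.113) and TMOD4 (the paper's 3.62, here 6.320) also differ under every alternative. COL3A1 (the paper's 0.78, here 0.509) no longer differs without replicate 1. OGN (the paper's 0.67, here 0.445) no longer differs without replicate 1. SPP1 (the paper's 0.19, here 0.117) no longer differs without replicate 2. COQ8A (the paper's 1.18, here 1.962) no longer differs without replicate 2. CKM (the paper's 3.04, here 5.012) no longer differs with no centring or arrayWeights or without replicate 1. PPP1R27 (the paper's 3.62, here 2.345) no longer differs with MAD scaling or arrayWeights or without replicate 3. PGM1 (the paper's 3.50, here 5.387) no longer differs with no centring or without replicate 1 or 2. PYGM (the paper's 3.17, here 5.252) no longer differs with arrayWeights or without replicate 2. MYOT (the paper's 1.63, here 2.469) no longer differs with no centring or without replicate 1.

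For birth over d 60, 25 values differ. Under every alternative these include COL12A1 (the paper's 0.12, here 0.052), SPP1 (the paper's 0.15, here 0.075), CYC1 (the paper's 6.90, here 19.429), ENO3 (the paper's 5.25, here 10.708), HSP90AA1 (the paper's 6.10, here 2.791) and PPP1R27 (the paper's 4.97, here 2.937). The ratios of TCAP (the paper's 8.78, here 18.414), TMOD4 (the paper's 6.53, here 15.780) and MYOT (the paper's 4.61, here 9.067) also differ under every alternative. COL1A2 (the paper's 0.15, here 0.089) no longer differs with MAD scaling or without replicate 2. COL3A1 (the paper's 0.15, here 0.068) no longer differs with MAD scaling. FN1 (the paper's 0.08, here 0.039) no longer differs with MAD scaling. GPC3 (the paper's 0.11, here 0.047) no longer differs with MAD scaling. LUM (the paper's 0.16, here 0.097) no longer differs with MAD scaling or without replicate 1. VIM (the paper's 0.16, here 0.089) no longer differs with MAD scaling. ACTA1 (the paper's 4.09, here 6.386) no longer differs with no centring, MAD scaling, arrayWeights or replicate block or without replicate 1 or 4. ACTN3 (the paper's 5.63, here 8.785) no longer differs with no centring or without replicate 1. COQ8A (the paper's 6.43, here 14.875) no longer differs with MAD scaling. CKM (the paper's 7.49, here 12.365) no longer differs with no centring, MAD scaling or arrayWeights or without replicate 1. MYH1 (the paper's 5.85, here 9.019) no longer differs with no centring or MAD scaling or without replicate 1. PDLIM3 (the paper's 5.05, here 7.631) no longer differs with no centring or without replicate 1. PFKM (the paper's 6.71, here 10.277) no longer differs with no centring or MAD scaling or without replicate 1. PGAM2 (the paper's 4.65, here 7.502) no longer differs with no centring or arrayWeights or without replicate 1. PGM1 (the paper's 5.47, here 8.814) no longer differs with no centring or without replicate 1. PYGM (the paper's 7.27, here 12.648) no longer differs with MAD scaling or without replicate 1 or 2.

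Between sire breeds 6 values differ. ATP2A1 at birth (the paper's 0.54, here 0.885) no longer differs with arrayWeights or without replicate 1. FABP5 at birth (the paper's 0.44, here 0.714) no longer differs with MAD scaling or without replicate 2. MATR3 at d 135 (the paper's 1.15, here 0.735) no longer differs with no centring or MAD scaling or without replicate 3. MYH1 at d 195 (the paper's 1.89, here 1.229) no longer differs without replicate 3. MYOZ1 at birth (the paper's 1.37, here 0.898) no longer differs with no centring or MAD scaling or without replicate 2. TIMP3 at d 195 (the paper's 1.22, here 0.565) no longer differs without replicate 2.

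The paper marks genes as differing between sire breeds that the test here does not call. At the paper's ratio cut-offs, 32 of 43 marked genes lie past them at birth, 2 of 9 at d 195, 5 of 12 at d 135 and 4 of 10 at d 60. With arrayWeights limma calls COX4I1, COX5B, COX6C, COX7B, COX7C, COX17, NDUFB3, ATP5E, RPL19, RPL21, RPL22, RPL30, RPL34, RPL36A, RPL37A, RPS12, RPS18, RPS25 and RPS28 at birth and MATR3, NEB, SCD, FHL1 and MYBPC1 at d 60. Without replicate 1 it calls the same genes at birth and also RPL31, ACTN2, HSPA8, FHL1, MYBPC1, NEB and SCD. MAD scaling calls MATR3, NEB and SCD at d 60, and values on all arrays call RPL22 and ATP5E at birth. COX4I1 and RPS18 are not among the genes of Additional file 2 used as a list here. Over the named members of the paper's groups, which were chosen on the same samples, the ratios at birth are near the paper's. They are the paper's 1.52 and here 1.540 for the large ribosomal subunit, the paper's 1.74 and here 1.680 for cytochrome c oxidase, the paper's 0.64 and here 0.676 for collagens. Over the whole lists used here the mean log2 ratios were 0.443 for ribosomal proteins of both subunits, 0.475 for cytochrome c oxidase and -0.344 for collagens.

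The paper did not detect ribosomal protein and cytochrome c oxidase genes as differentially expressed over time by its criteria. By the test here, 27 of 49 ribosomal protein genes were lower at birth than at d 195, and 5 of 9 cytochrome c oxidase genes were higher at birth than at d 60. For FABP4 the paper gives a lower level in Piedmontese-sired fetuses at d 135, and the ratio here was 0.989, called under no alternative. For ALDOA at d 195 the ratio was 1.44, on the paper's side and without passing the test. ATP2A1 and ATP2A2 at birth, lower in Piedmontese-sired calves in the paper, were at 0.885 and 0.955.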

Other observations

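The splits of the breed comparisons at d 135 and d 195 were chosen after the results were seen.

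Of 11 heat shock genes, 6 were higher and 2 lower at birth than at d 60, among them the small heat shock protein genes CRYAB (log2 ratio 2.55) and HSPB8 (1.75) above and the endoplasmic reticulum chaperone genes HSP90B1 (-2.44) and HSPA5 (-1.80) below (list mean 0.33, camera, adjusted p = 0.113). Of 22 adipocyte and lipid genes, 8 were lower at birth than at d 60, such as the fatty acid synthesis genes ACACA (-2.84) and ACLY (-2.40), and 3 were higher, such as GPD1 (1.92; list mean -0.33, adjusted p = 0.580). Of 11 translation factors, 3 were higher and 1 lower (list mean 0.24, adjusted p = 0.202), with EIF1 at 0.75 and EIF3I at 0.47. At birth translation factors had a mean of 0.05 between sire breeds (adjusted p = 0.433).

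In later crossbred muscle the genes with the largest differences of Piedmontese x Hereford over Wagyu x Hereford were FNTB (0.83), PDZRN3 (0.61), ATF4 (0.57), TBC1D23 (0.51) and CKM (0.49) above, and CSRP3 (-0.96), SCARF1 (-0.71), MUSTN1 (-0.67), LOC513055 (-0.65) and HSPB7 (-0.63) below. Of 725 features, 265 were higher and 460 lower. ADIPOQ, an adipocyte hormone, was lower (-0.56, SE 0.10, adjusted p = 0.00763), as was the matrix gene SPARC (-0.33, SE 0.06, adjusted p = 0.00746). Of 7 collagens 2 were lower and none higher (list mean -0.17, camera, adjusted p = 0.0116, and adjusted p = 0.0525 with an estimated correlation). Of 49 ribosomal protein genes 4 were lower and none higher (list mean -0.15, adjusted p = 3.20e-11, and adjusted p = 0.116 with an estimated correlation), and of 9 fast fibre genes 2 were higher (list mean 0.19, adjusted p = 0.00835, and adjusted p = 0.345 with an estimated correlation).

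A hypothesis was that the breed differences at birth recur in later crossbred muscle. Over 972 named genes the Spearman rho of the breed differences at birth and in later muscle was -0.229, which argues against it. For the differences at d 195, d 135 and d 60 rho was 0.182, 0.090 and 0.201.

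Other splits of the samples, taken by breed, stage and array number, which need not stand for single animals, were fitted with the same model. For birth over d 60 the real grouping gave 8030 features and the highest other split 306, with 1 of 100 splits as large, the real one included. The same share of 1 in 100 held for d 60 to d 135 (5161, highest other 1115), d 135 to d 195 (2804, highest other 657) and d 195 to birth (8744, highest other 7971), so that chance can be excluded for these counts. For sire breeds at d 135 and d 195 and for the breed difference at birth minus that at d 195, limma gave 0 features (262, 446 and 2900 at an unadjusted p under 0.05), so that all 35, 35 and 100 splits are as large by construction and decide nothing (highest other 1, 8 and 2470).

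At d 60 (8 features, highest other 2, 1 of 10 splits as large) and at birth (46 features, highest other 999, 3 of 10 as large) the splits are too few for a share under 0.05. In later muscle the breed labels were instead swapped on 6 of the 12 arrays that compare breeds at one time. Of 100 such swaps, the real labels included, 2 were as large as the real 725 (highest other 842). This share would exclude chance only if these arrays are independent. The labels do not tell whether they share animals, and no block was fitted for this count.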
